# Genotype by Environment Interactions in Gene Regulation Underlie the Response to Soil Drying in the Model Grass *Brachypodium distachyon*

**DOI:** 10.1093/molbev/msaf218

**Published:** 2025-09-11

**Authors:** Jie Yun, Angela C Burnett, Alistair Rogers, David L Des Marais

**Keywords:** G × E, Brachypodium, gene regulation, drought response, causal inference, gene co-expression network

## Abstract

Gene expression is a quantitative trait under the control of genetic and environmental factors and their interaction, so-called genotype and environment (G × E). Understanding the mechanisms driving G × E is fundamental for ensuring stable crop performance across environments and for predicting the response of natural populations to climate change. Gene expression is regulated through complex molecular networks, yet the interactions between genotype and environment in gene regulation are rarely considered, particularly at the genome scale. Current frameworks and experimental designs often lack power to explicitly test network rewiring or to systematically compare regulatory networks. Here, we leverage a highly replicated RNA-sequencing dataset to model genome-scale gene expression variation between two natural accessions of the model grass *Brachypodium distachyon* and their response to soil drying. We first identified genotypic, environmental, and G × E effects on physiological, metabolic, and gene expression traits. We identify patterns of conservation—or variation—in gene coexpression networks and link these coexpression features to physiological traits. We further develop predictions of gene–gene interactions using causal inference and screen for interactions specific to—or with higher affinity in—a single genotype, treatment, or their interaction, G × E. Our analyses identify variation in candidate gene regulatory networks that may shape the evolution of environmental response in *B. distachyon*. We highlight the environmentally dependent regulatory control of several metabolic traits shown previously to play a role in drought acclimation. The framework presented here provides a scalable approach for more complex comparisons, particularly with the growing availability of large datasets from technologies such as single-cell transcriptomics.

## Introduction

Gene expression represents a unique class of quantitative, complex traits. Like all quantitative traits, the transcript abundance of an individual gene can take a wide range of values, can show variation in those values among samples from a population, and may be controlled by a number of intrinsic and extrinsic factors (Wittkopp and Kalay 2012; Hill et al. 2020; Huang et al. 2020; Veltsos and Kelly 2024). And, because gene expression is a component of many quantitative traits such as morphology, life history, behavior, and physiology (National Academies of Sciences 2020), using tools from quantitative genetics to study gene expression may provide insight into the molecular control of these higher-order traits (Rockman 2008).

Variation in a quantitative trait can be modeled as a function of genetic differences among sampled individuals, of the effect of the environment on those individuals (i.e. phenotypic plasticity), and of the interaction between genotype and environment, G × E (Des Marais et al. 2013). Expression quantitative trait locus (eQTL) studies identify genetic loci that are associated with differences in the abundance of transcripts among natural accessions of plants (Lowry et al. 2013; Josephs et al. 2015, 2020; Lovell et al. 2018); these genetic variants describe heritable, constitutive differences in expression among genotypes. Other studies demonstrate the strong effects that differences in environment—either field-based or imposed as treatment in controlled conditions—can have on the expression of single genes or suites of genes, e.g. (Reynoso et al. 2019; Varoquaux et al. 2019; Winkelmüller et al. 2021; Wu et al. 2021).

Perhaps owing to the important role afforded phenotypic plasticity in plant ecology, evolution, and agriculture (Bradshaw 1965), hypotheses about its molecular basis predate modern genomic science (Smith 1990) and remain central to plant biology (Remold and Lenski 2004; Des Marais and Juenger 2010; Levis and Pfennig 2016; Rispail et al. 2018; Fox et al. 2019; Xiong et al. 2021; Choquette et al. 2023). Many -omics studies are predicated on the hypothesis that regulators of transcriptional activity offer attractive targets to manipulate suites of downstream molecular processes and, ultimately, organism-scale phenotypic plasticity (e.g. as described in (Wei et al. 2022; Zhang et al. 2022)). However, identifying genes that can be manipulated to improve performance in the field while not also incurring a fitness penalty (so-called yield drag) remains challenging (Passioura 2020). The molecular variants driving natural genetic variation in environmental response—G × E—represent a means to study how small genetic changes drive environmentally responsive physiological and developmental traits (Des Marais et al. 2013). Because such genetic variants are naturally occurring and have likely been exposed to natural selection in wild populations, understanding their function in vivo may provide insight into how to design synthetic systems to improve stress tolerance without incurring yield drag. Genetic variants affecting G × E also represent the population-level variation on which natural selection might act to optimize fitness in response to climate change (Nicotra et al. 2010) and are thus of interest for predicting the future of natural plant communities.

G × E in plant gene expression has been reported in previous studies, most often at the level of individual genes or at global scale treating each gene as an independent variable (Des Marais et al. 2012; Shin et al. 2015). Suites of genes are often under common regulatory control (Liu et al. 2019), and, as a result, treating each gene as independent is difficult to justify statistically. Collectively, the interactions between genes at the transcriptional level can be conceptualized as a gene regulation network (GRN) that may drive the flow of information through a cell (Alon 2007; Lachowiec et al. 2016). The common network motifs observed in GRNs imply that some regulators directly regulate or are “upstream” of other genes and may therefore exhibit pleiotropic effects when perturbed. GRNs, and the subnetworks, modules, or communities that comprise them, may be seen as an integrated molecular phenotype that allows for identifying transcriptional associations with physiological, metabolic, or developmental functions, thereby improving biological interpretability (Thompson et al. 2015).

The dependency of gene coexpression and the resulting topology of GRNs on environmental variation is poorly understood (Sun and Dinneny 2018). By extension, we have a limited understanding of how environmentally responding networks evolve and might be successfully manipulated using biotechnology to improve crop resilience. For example, genes exhibiting G × E in their expression might be clustered into modules, as it is hypothesized that environmental pressure results in the evolution of modules such that organismal subsystems can function independently (Wagner et al. 2007). Recent work in *Caenorhabditis elegans* demonstrated that G × E genes are associated with a greater number of trans-acting regulators than are genes showing simple genotypic differential expression (Grishkevich and Yanai 2013). Previously, we showed that the number of genes connected to, and the influence of genes showing G × E in expression, is lower under drought stress but higher under cold stress compared to a random set of genes (Des Marais et al. 2017a), again suggesting that the topology of GRNs could have been shaped by—or possibly shaped the efficacy of—past selection. However, that study, like most studies of environmentally dependent gene expression, assumed that coexpression relationships are invariant across genotypes and environmental treatments, which limits our ability to understand the evolution of complex gene expression phenotypes (Luscombe et al. 2004; Lachowiec et al. 2016).

G × E is widely observed in a large variety of species such as yeast (Smith and Kruglyak 2008), *C. elegans* (Grishkevich et al. 2012), *Drosophila melanogaster (*Huang et al. 2020*)*, and human (Virolainen et al. 2023), and its study plays important roles in fields as diverse as crop breeding and human health. Studying G × E in plants facilitates highly replicated experiments with tightly controlled environments using genetically identical individuals. Here, we use two inbred natural accessions of the model grass *Brachypodium distachyon* (Scholthof et al. 2018) to study G × E in response to soil water deficit. *B. distachyon* is closely related to economically significant grasses such as wheat, barley, and oat (Draper et al. 2001; Scholthof et al. 2018). *B. distachyon* populations are found throughout the Mediterranean where most exhibit a winter annual strategy—germinating in the fall or spring and setting seed before the typically hot, dry summer months (López-Alvarez et al. 2015; Des Marais et al. 2017b). We selected two closely related inbred accessions both originating in northern Iraq (Garvin 2016; Tyler et al. 2016) that are geographically close, have similar developmental trajectories, and exhibit high genomic similarity. The accessions are not identical; however, we previously documented G × E in leaf water and metabolite content in this system (Des Marais et al. 2017b) as well as environmentally dependent QTL (Des Marais et al. 2016). We use highly replicated factorial combinations of G × E, harnessing variation from stochastic variance and microenvironmental heterogeneity among replicates to estimate regulatory interactions (Elowitz et al. 2002; Cortijo et al. 2020). We hypothesize that environmentally responsive, genotypically specific, and genotype by environment interaction in transcript abundance and gene–gene interactions are spatially clustered in the gene regulatory network(s) [GRN{s}] of *B. distachyon*. We first estimate modules of coexpressed genes and correlate these with a suite of physiological traits. Within a subset of certain gene coexpression modules, we then infer causal gene networks as hypotheses about gene regulation, including those that represent condition-specific regulatory interactions. The framework we introduce in this study facilitates comparisons of high-dimensional data to elucidate the structure and function of GRNs at whole-genome scale.

## Material and Methods

### Experimental Growth Conditions and Drought Treatments

The experimental protocol was adapted from a study by Des Marais et al. (2016). Seeds of two accessions of *B. distachyon* (Bd21 and Bd3-1) were placed at 4 °C for 7 d to synchronize seedling germination. Seeds were then planted in Deepot D16H pots (Stuewe&Sons) filled with Profile porous ceramic rooting media (Profile Products, Buffalo Grove, IL). The dry weight (DW) of each pot and its field capacity (FC) for water were recorded. FC was determined by saturating a pot with water and allowing it to drain under gravity overnight and calculating the weight difference from DW; this was used as the basis for the subsequent controlled soil dry down. Plants were grown in growth chambers with 50% humidity, 500 μmol photons m^−2^ s^−1^ light intensity, and 25 °C day/20 °C night (12 h/12 h) cycles. Pots were bottom watered with tap water (pH = 5 to 6) every other day, supplemented with DYNA-GRO GROW Liquid Plant Food 7-9-5 (Dyna-Gro, Richmond, CA, United States) over the first 32 d. Starting on Day 33 after sowing, control plants were watered to 85% FC every night, while dry-down plants were allowed to decrease their soil water content to 50% FC over 7 d (5% decrease each day). The plants were divided into two groups with Group 1 used to characterize physiological, metabolite, and developmental responses along the dry-down process and Group 2 used to measure gene expression and physiology and metabolite content on Day 6.

On Days 0 (85%FC), 2 (75%FC), 4 (65% FC), 5 (60% FC), 6 (55% FC), and 7 (50% FC), nine individuals of each genotype from each treatment (control and drying) were measured for gas exchange at 3 to 5 h after lights-on, PSII maximum efficiency of light-adapted leaves (fv′/fm′) at 5 to 6 h after lights-on, and destructive sampling for leaf hydraulic potential, leaf metabolites, and total plant biomass at 6 to 8 h after lights-on. Preliminary analyses determined that differences in photosynthetic and leaf hydraulic parameters were detectable between control and droughted plants on Days 5 and 6; accordingly, we selected Day 6 for detailed analysis. Forty-eight to 59 replicates of leaf tissue in each genotype and treatment were measured for gas exchange and photosynthesis at 1.5 to 5 h after lights-on on Day 6 and harvested for RNA extraction and metabolite assay between 6 and 7.5 h after lights-on (equivalent to midday). Sampling of individuals was randomized to avoid confounding time-of-day measurement or harvest with genotype or treatment. In total, there are 214 plants (2 treatments × 2 genotypes × 48 to 59 biological replicates).

### Physiological and Metabolic Measurements

To characterize the dry-down process, we measured photosynthesis and gas exchange parameters, leaf hydraulic potential, biomass, and leaf metabolites. Net CO_2_ assimilation rate (A) and stomatal conductance (g_sw_) of the youngest fully expanded leaf of a selected tiller were determined using a Li-6800 (LI-COR Biosciences, Lincoln, NE). The LiCor chamber was set to a flow speed of 200 μmol s^−1^, humidity at 50%, CO_2_ concentration at 400 μmol mol^−1^, fan speed of 10,000 rpm, and photosynthetic photon flux density (PPFD) at 1000 μmol (m^−2^ s^−1^). Leaves were left for 5 min to stabilize in the chamber before each reading. PSII maximum efficiency of light adapted leaves (fv′/fm′) was measured on leaves at noon following manufacturer protocols. Leaf chlorophyll content was estimated by taking the average of two leaves measured with MultispeQ V2.0 (Kuhlgert et al. 2016) prior to lights-on in the growth chamber.

The leaf water potential was measured by the Scholander Pressure Chamber Model 670 (PMS Instrument Company, Albany, OR) on the youngest fully expanded leaf of sampled plants.

Above-ground tissue was excised at soil level with a razor blade. Roots were cleaned with tap water to remove growth media and then dried with tissue paper. Fresh tissue biomass was recorded before samples were dried for 48 h at 80 °C and then weighed for dry biomass.

Tissue for RNA and metabolites was flash frozen in liquid nitrogen, stored at −70 °C, and freeze-dried overnight prior to grinding with bead-beating. A total of 20 mg DW was utilized for the following assays. Metabolites were extracted using sequential ethanol extractions following established protocols (Ainsworth et al. 2007; Burnett et al. 2016). Protein, starch, nitrate, total free amino acids, glucose, fructose, sucrose, and high- and low-degree of polymerization fructans were quantified following (Burnett et al. 2016). Metabolite data are expressed here per gram DW, or as glucose equivalents per DW for carbohydrates. Technical and analytical replicates were run for all assays.

### Statistical Analyses

To determine the effects of genotype, treatment, and time on physiological and metabolic responses, most traits collected during dry-down (supplementary data set S1, Supplementary Material online) were fitted into linear mixed models using lm and lmer in the lme4 package (Bates et al. 2015) in R (R Core Team 2022). Glucose and fructose were fitted with generalized linear mixed models with Gamma distribution in glm and glmer (Bates et al. 2015), with family = Gamma(link = “inverse”). Accession (Bd21 and Bd3-1), treatment (control and drought), harvest day (Days 0, 2, 4, 5, 6, and 7), and their interactions were modeled as fixed factors and freeze dry session (four levels) and assay batches (five levels) for metabolites were modeled as random factors. Model selection was first performed on the fixed effects of each model, based on maximum likelihood Akaike information criterion (AIC) using the dredge function in the MuMIn package (Bartoń 2020). Random-effects factors of each model were based on maximum likelihood of models using the anova function in the core R suite. Models are shown in supplementary table S1, Supplementary Material online. Throughout the dry-down process, pairwise significances between treatments for each accession on each harvesting day (supplementary figs. S1 and S2, Supplementary Material online) was estimated with a *t*-test (or *Z*-test for glm and glmer), adjusted by Tukey using the emmeans function in the emmeans package (Lenth et al. 2020) in R based on the model selected. Outliers were removed before model fitting. The results were visualized using ggplot2 and ggpubr (Wickham 2016; Kassambara 2020).

Similarly, leaf trait data collected on Day 6 (supplementary data set S2, Supplementary Material online) were fit with (generalized) linear mixed models using lm, lmer, glm, or glmer, as appropriate, with fixed factors of accession, treatment, their interaction, and random factors of growth batch, freeze dry sessions, and assay batch for metabolites (Fig. 1). The *P*-values shown are based on likelihood ratio test (Chisq test) of dropping each term using anova function in the core R suite.

**Fig. 1.**
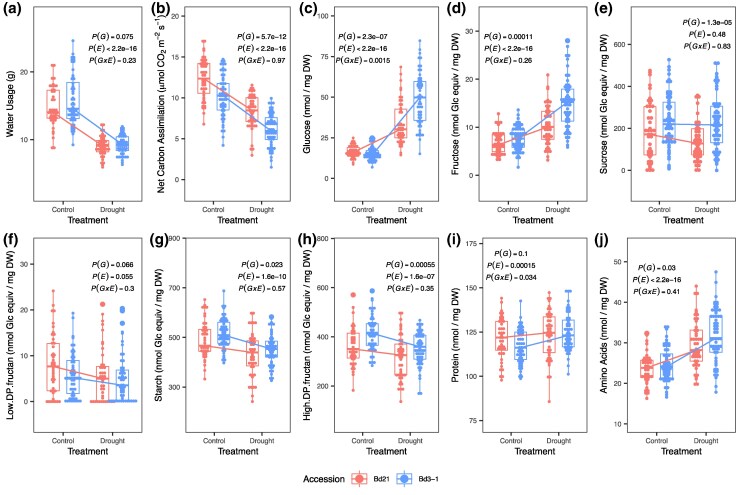
Leaf blade traits of Bd21 and Bd3-1 on Day 6. The *P*-values of effect terms were determined using (generalized) linear (mixed) models, by removing each term and performing likelihood ratio test (anova and Chisq test, with maximum likelihood mode if a model includes random effects). DW, dry weight of tissue; Glc Equiv, glucose equivalents. *N* = 48 to 59 for each combination of accession and treatment.

### Transcriptome Sampling and Processing

Leaf tissue flash frozen on liquid nitrogen was ground using an MP FastPrep-24 Classic bead beating grinder with CoolPrep 24 × 2 mL Adapter (MP Biomedicals) loaded with dry ice. Approximately 100 mg of tissue was used for RNA extraction using Spectrum Plant Total RNA Kit (Sigma-Aldrich, USA) according to the manufacturer instructions, followed by DNase treatment (On-Column DNase I Digestion Set, Sigma-Aldrich, USA). The quality and quantity of the RNA samples were determined both by absorbance measurements (Nanodrop 1000, NanoDrop Technologies) and with a Tape Station (4200 TapeStation System, Agilent). A total of 25 ng of RNA were processed for High-Throughput 3′ Digital Gene Expression (Soumillon et al. 2014; Xiong et al. 2017) by the MIT BioMicro Center, pooled, and then sequenced across three flowcells on an Illumina Novaseq (NovaSeq6000 Sequencing System, Illumina) generating, on average, 3.9 ± 1.3 million raw reads per sample.

Raw sequence reads were trimmed by Trimmomatic (Bolger et al. 2014) and Cutadapt (Martin 2011) to remove adapters and poly(A) tails. All reads were mapped to the *B. distachyon* Bd21 primary transcriptome sequence (Bdistachyon_556_v3.2.transcript_primaryTranscriptOnly, downloaded from Phytozome) and the annotated sequence of the whole Bd21 plastome, which is available at GenBank (LT558597 accession). Read alignments from Bowtie2 (Langmead and Salzberg 2012) were corrected by RNA-Seq by Expectation-Maximization (RSEM) (Li and Dewey 2011) to account for nonuniquely aligned reads. Bowtie2 alignment was done with seedlength -L 25 and mismatch allowance -n 2, which allowed mismatches of Bd3-1 read alignments and –estimate-rspd, which specified that the read position distributions were highly 5′- or 3′-biased (Li and Dewey 2011). Reads with the same unique molecular identifier and aligned to the same genes were removed to reduce PCR biases during library generation (Soumillon et al. 2014; Xiong et al. 2017) prior to adjustment in RSEM. RNASeq reads from Bd21 and Bd3-1 mapped to the Bd21 references at 77.0 ± 1.7% and 78.1 ± 1.8%, respectively, suggesting no accession effect on mapping. Reads that did not map to the genome during this first round were mapped onto ribosomal RNA, after which the total mapping rates increased to ∼96%. The overall downstream gene expression analysis framework is summarized in supplementary fig. S3, Supplementary Material online.

### Differential Gene Expression

To determine the effects of genotype and treatment on variance in transcript abundance, RNASeq reads were normalized using relative log expression normalization implemented by DESeq2 (Love et al. 2014). These normalized data with log_2_ (Count + 1) transformation were used for downstream analyses; genes with >0 counts in more than 10 samples were kept. The grouping was visualized with principal component analysis (PCA) using factoextra package in R (Kassambara and Mundt 2020). DESeq2 fit the transcript count of each gene into the generalized linear model Transcript Count ∼ Genotype + Treatment (+ Genotype * Treatment) or Transcript Count ∼ Treatment, stratified by genotype or Transcript Count ∼ genotype, stratified by treatment assuming a negative binomial distribution. Results in Fig. 2 were visualized with ggplot in R (Wickham 2016; Kassambara 2020).

**Fig. 2.**
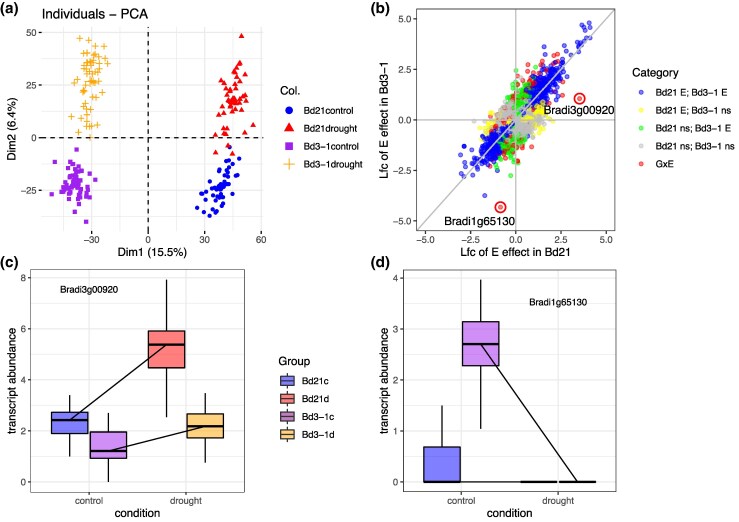
Gene expression diversity. a) PCA shows clustering of RNASequencing library by accession and environmental treatment. b) Factors affecting the transcript abundance of individual genes. Each point represents a gene model in the *B. distachyon* Bd21 genome. Lfc = log-fold change of transcript abundance in response to soil drying. Colors indicate the significance of treatment effect on Bd21 and Bd3-1 samples; genes with a significant G × E effect are highlighted in red and the two genes plotted in c and d) are circled. Boxplots show two genes with large G × E effect: c) Bradi3g00920 and d) Bradi1g65130, gene expression reaction norm based on log2(norm_count + 1).

### Identifying Patterns of Variation in Clusters of Gene–Gene Interactions

The preceding analyses sought to partition variance components for individual genes, independent of any latent variables that could explain their relationship to broader patterns of coexpression across the transcriptome. We next identified sources of variation in gene coexpression modules and addressed the possible cause(s) of this variation. For this and following analyses, we removed transcripts exhibiting low variance (<0.1) among replicates in each library type; in total, 16,207 genes were included. Coexpression modules in each library type (Bd21 control, Bd21 drought, Bd3-1 control, and Bd3-1 drought) were generated using Weighted Gene Co-expression Network Analysis (WGCNA) (Langfelder and Horvath 2008). For WGCNA, the starting correlation matrix was unsigned, as both negative and positive correlations are of interest in this study. Weight power = 5 was added to the correlation matrix to achieve a scale-free adjacency matrix. The topology similarity matrices in the Bd21c, Bd3-1d, and Bd3-1c datasets were scaled to have a similar distribution to Bd21d, which we chose arbitrarily as the reference library type. Dendrograms were generated from topology similarity matrices, and modules were generated by cutting at two parameter settings: (i) moderate size modules, used for most analysis below, with high dissimilarity (height = NULL(0.99) and a dynamic hybrid algorithm (minClusterSize = 30, deepsplit = 2, pamStage = FALSE, mergeheight = 0.25), and (ii) conservative (smaller) modules, used for subsequent causal inference analyses, with cutHeight = 0.984, minClusterSize = 15, deepSplit = 3, pamStage = FALSE, and mergeheight = 0.25. The two different settings were used to better understand the effect of threshold choice within each library type. In brief, our WGCN analyses recovered 15 and 24 modules in Bd21c in the two settings, respectively; 14 and 18 modules in Bd21d in the two settings, respectively; 14 and 16 modules in Bd3-1c in two settings, respectively; and 15 and 20 modules in Bd3-1d in the two settings, respectively. Gene membership is summarized in supplementary data set S3, Supplementary Material online.

We next addressed metrics of module preservation across our four library types, Bd21c, Bd21d, Bd3-1c, and Bd3-1d. First, we assessed the degree to which the lists of genes in a given module are conserved among our two genotypes and two environmental conditions using a test for membership overlap. We required that module overlap must be significant in both parameter settings: moderate and conservative. To examine the overlap in gene module membership among library types we used the SuperExact test (Wang et al. 2015) and a *P*-value cut-off of < 10^−12^ with the alternative hypothesis that the size intersect between two groups or among more groups is larger than expected by chance (supplementary data set S4, Supplementary Material online). The cut-off was chosen to ensure *P* < 0.05 after applying Bonferroni correction of multiple tests. Hypergraphs representing module overlap networks—here, termed “cliques” for subnetworks—were visualized using the R package igraph (Csárdi and Nepusz 2006; Csárdi et al. 2020).

Second, we tested for enrichment of transcripts exhibiting significant DGE in our coexpression modules—based on the conservative settings, above—using Fisher's exact tests (Wang et al. 2015). Significant enrichments (*P* < 0.001 uncorrected by test number) are reported in supplementary data set S5, Supplementary Material online and summarized in Table 1.

**Table 1.** Common Gene Ontology (GO) terms at the lowest level of ontology among modules in overlapping groups (based on all module versions False Discovery Rate [FDR] = 0.1) and correlated traits (based on moderate size module version, in specific library type; only *P* < 0.001 are reported, not corrected by multiple test)

Name (# of included modules)	Common GO	Correlated trait (*P* < 1e-03)	DGE enrichment (*P* < 1e-03; percentage when >75%)
Clique 1 (4)	Circadian rhythm		Bd3-1c6: E
Clique 2 (1)		glucose (1.1e-05)	E (97%),GxE
Clique 3 (2)		Bd21d13: Glucose (9.4e-08) Bd3-1d8: Glucose (1.6e-06)	Bd21d13: E (100%); Bd3-1d8: E (92%),GxE
Clique 4 (3)		Bd3-1d19: leaf water content (8.5e-04)	Bd21c13: G (76%); Bd3-1c2: E,G,GxE; Bd3-1d19: G (97%)
Clique 5 (1)	Phosphatidylethanolamine biosynthetic process		
Clique 7 (1)	Glutathione metabolic process; alternative respiration; response to chemical		GxE
Clique 8-1 (4)	Ribosomal small subunit assembly; translation; photosynthetic electron transport in photosystem II; photorespiration; ATP synthesis-coupled proton transport; reductive pentose-phosphate cycle; electron transport coupled proton transport, respiratory electron transport chain		
Clique 8-2 (4)	Electron transport chain, cellular nitrogen compound biosynthetic process, cellular respiration		
Clique 8-3 (4)	Translation		
Clique 8-4 (4)	Cytoplasmic translation; regulation of actin polymerization or depolymerization; ribosomal large subunit biogenesis, protein maturation		
Clique 8-5 (4)	Photorespiration; reductive pentose-phosphate cycle	Bd3-1d4: Leaf water content (1.5e-04) daily water usage (1.9e-04)	Bd21c2: E,G; Bd21d5: E (82%);
Clique 8-6 (4)	Response to light stimulus; photosynthesis, light harvesting in photosystem I; photosystem II stabilization; pigment biosynthetic process	Bd3-1d21: daily water usage (4.4e-05)	Bd21c2: E,G; Bd21d5: E (82%); Bd3-1c3: E; Bd3-1d21: E,G,GxE
Clique 8-7 (4)	Glycogen metabolic process		Bd21c8: E,G; Bd21d11: E,G,GxE; Bd3-1c5: E,G,GxE; Bd3-1d21: E,G,GxE
Clique 8-8 (4)		Bd3-1d12: Glucose (6.4e-05)	Bd21c8: E,G; Bd21d11: E,G,GxE; Bd3-1c5: E,G,GxE; Bd3-1d12: E,GxE
Clique 8-9 (2)	Response to wounding; phenylpropanoid biosynthetic process; regulation of defense response; monocarboxylic acid metabolic process		Bd21c5: G,GxE; Bd21d2: E,G,GxE
Clique 8-11 (3)	Plant-type primary cell wall biogenesis; plant-type secondary cell wall biogenesis; cellulose biosynthetic process		Bd21c9: E,G (100%); Bd21d6: E,G (95%); Bd3-1c10: E,G (82%)
Clique 8-12 (2)	Terpenoid biosynthetic process; chlorophyll metabolic process; pigment metabolic process	Bd3-1d21: daily water usage (4.4e-05)	Bd3-1c14: E,G (76%) Bd3-1d21: E,G,GxE

DGE enrichment in modules is shown (based on constraint module size version; only *P* < 0.001 are reported, not corrected by multiple test, and the percentage is shown if >75%). Cliques with no common GO terms or correlated traits identified are not shown. Complete lists are available in supplementary data sets S5 to S9, Supplementary Material online.

Third, biological roles of each module were inferred using Gene Ontology (GO) term enrichment, by inspecting gene annotations, and by testing for module correlation with the sampled physiological and metabolic traits. Module GO enrichment was conducted using the PANTHER classification (Thomas et al. 2003) and implemented in rbioapi (Rezwani et al. 2022), with Fisher's exact statistical overrepresentation tests of GO biological process. Only the significantly enriched GO terms at False Discovery Rate (FDR) = 0.1 and the lowest-rank GO categories are reported. Here the enrichment is reported if positive in modules of any of the parameter settings (supplementary data set S6, Supplementary Material online). Common GO terms among modules in an overlapping clique are considered to understand functions of the cliques. For comparisons of common GO term among modules in an overlapping clique, all GO categories were considered (summarized in Table 1). Common genes and annotations in overlapping cliques are presented in supplementary data sets S7 to 8, Supplementary Material online. Gene annotations were from MapMan (https://mapman.gabipd.org/mapmanstore) based on the Phytozome database, and Arabidopsis ortholog functions are searched through The Arabidopsis Information Resource (TAIR) (Rhee et al. 2003). Correlations between module eigengenes (i.e. the first principal component of each module) and traits were performed in each library type. The correlation *P*-values are reported in supplementary data set S9, Supplementary Material online and summarized in Table 1 based on moderate criteria modules, uncorrected for the number of tests.

Finally, we tested the hypothesis that genes within modules share common DNA motifs corresponding to known transcription factor binding sites. All possible 6-mer sequences were tested for enrichment in the −500 to +200 upstream window regions (Ksouri et al. 2021) relative to each gene's predicted transcriptional start site in the Bd21 reference genome, in the module using AME in MEME suite (McLeay and Bailey 2010). The AME parameters were –verbose 1 –scoring avg –method fisher –hit-lo-fraction 0.25 –evalue-report-threshold 10.0, with the control set based on all the genes. The Arabidopsis DAPSeq database (O’Malley et al. 2016) was used as a reference to interpret enriched motif sequence identified. Here the enrichment is reported for moderate criteria modules.

### Causal Network Inference in Modules

Methods such as WGCNA, based on correlations in transcript abundance, cannot provide information about the direction of regulatory interactions. Our high replication provided the power to model genes as random variables and to infer conditional independence of gene expression to represent possible causality. Here, we used the Unknown-Targeted Interventional Greedy Sparest Permutation (UT-IGSP) algorithm (Squires et al. 2020) to infer regulatory causality, representing a group of genes as a directed acyclic graph (DAG). We used all genes in a given WGCNA module—estimated from one library type—as priors to reduce latent variables in the model, relying on the simplifying assumption that there are no edges among genes between modules. Since our hypothesis of regulation was based on estimates of transcript abundance, gene “interaction” could represent either direct transcription factor-target regulation or indirect regulation arising from system-level phenomena such as metabolism or the cell cycle (Xiong et al. 2013). We included samples that the module was inferred from (here, representing “observational” data) as well as samples from all other library types (here, representing “interventional data”), representing the assumption that most of the gene regulation structure is the same between library types. In these analyses, we used the conservative module criteria (most restrictive inclusion in the WGCNA analyses) and limited the analyses to modules with the number of genes equal to fewer than 70% of samples in the specific library type. When testing for modules that are conserved within a treatment or within a genotype, modules with up to 70 genes could be used because more samples are available for inference. We used stability selection (Meinshausen and Bühlmann 2010) as implemented in Belyaeva et al. (2021) to minimize the effect of hyperparameters. Edges with a selection probability higher than 0.95 (or 0.97 for bigger conserved modules to ensure sparse edges) quantile were kept. Genes not found to be connected to other genes are not shown. DAGs were exported from R using the rgraphviz and visualized using Graphviz Visual Editor (Hansen et al. 2020).

### Identifying Patterns of Variation in Gene–Gene Interactions

We extended our analysis of gene expression responses using a regression approach that models the magnitude and direction of putative interaction between genes. For a putative regulator-target pair identified in our DAGs, we regressed the target gene transcript abundance on the regulator transcript abundance and tested whether the slope and intercept coefficients of regression changes as a function of genotype or environmental treatment. A multivariate linear regression was applied when there were multiple inferred regulators for a target gene.

For the hypothesis that gene $x_{i}\;(i=1,\;\ldots ,n)$ regulates gene *y*, to infer the intercept or slope differences between genotypes, treatment, or their interactions, we modeled their (log_2_-transformed) gene expression $x_{i}$ and *y* as:

$$y=\gamma_{0}+\gamma_{g}g+\gamma_{e}e+\gamma_{ge}g\times e+\overset{n}{\underset{i=1}{\sum }}\;(\beta_{0,i}+\beta_{g,i}g+\beta_{e,i}e+\beta_{ge,i}g\times e)\times x_{i}$$

Here g,e were used to differentiate the dataset used to train the parameters (i.e. g,e are “0,0”, “0,1”, “1,0”, and “1,1” for Bd21 control, Bd21 drought, Bd3-1 control, and Bd3-1 drought, respectively). Thus, consistent with the DGE test using DESeq2, above, a significant *P*-value of $\gamma_{g},\beta_{g}\;$ suggested a genotypic effect on regression intercept and slopes, $\gamma_{e},\beta_{e}\;$ suggest an environmental effect on intercept and slopes, and $\gamma_{ge},\beta_{ge}\;$ suggest a G × E effect of intercept and slopes. Only genes with regression *R*^2^ greater than >0.5 were considered, as estimated with the Car package in R (Fox et al. 2020). A *P*-value of <0.05 was reported to be significant without multiple test correction. Note that if the transcript abundances were standardized before fitting our regression models, the slope differentiation test should closely match the results of CILP tests introduce by Lea et al. (2019), which we included as supplementary fig. S4, Supplementary Material online.

### Allele-Specific Expression

We used allele-specific expression (ASE) to assess whether G × E in transcript abundances were caused by cis*-* or trans*-*acting variants. Bd21 served as a pollen donor on emasculated Bd3-1 flowers, resulting in ten F1 hybrid seeds. To confirm successful outcrossing in this largely selfing species, we extracted DNA from leaves (DNeasy Plant Pro Kit; Qiagen, MD, United States) and tested for a known length polymorphism on a 3% agarose gel. We performed a dry-down experiment on these F1s and extracted leaf RNA, as above. A total of 100 ng of RNA for each of ten samples along with 12 samples (three replicated of each genotype and condition) from the initial experiment were aliquoted for sequencing. For DGE, and to identify Single Nucleotide Polymorphisms (SNPs) between alleles, we generated libraries using NEB Ultra II Directional RNA with Poly(A) Selection (New England Biolabs, Ipswich, MA). Libraries were sequenced on an Illumina Novaseq generating 34.1 ± 13.7 million raw reads per sample.

To generate a reference diploid transcriptome, RNAseq reads of each Bd3-1 sample were aligned to the Bd21 reference genome (Bdistachyon_556_v3.2) based on a RNAseq short variant discovery pipeline (GATK Team 2022), with STAR alignment (Dobin et al. 2013) of two pass and alignSJoverhangMin = 30 and alignSJDBoverhangMin = 10, variants calling GATK (der Auwera and O’Connor 2020) and the flag dont-use-soft-clipped-bases. The variants called in each sample were then filtered to find SNPs and in/dels with homozygous alternative genotype mapping. To reduce false discovery, only variants identified in more than half of the replicates of each genotype were kept. The synthesized Bd21 or Bd3-1 vcf together with Bd21 genome and annotation gff was then used to generate de novo Bd21 or Bd3-1 genome using g2gtools (Kwangbom et al. 2017) and a diploid genome with emase (Raghupathy et al. 2018). The reads from all the samples were mapped to this diploid transcriptome using bowtie (Langmead et al. 2009), and a count matrix was estimated from alignments using emase (an alternate pipeline employing Bowtie2 followed by RSEM provides similar results; not shown) to account for multimapping. Isoforms were not differentiated in this study.

Genes with different counts between two alleles were considered to have sequence variants, but sparse differences in a gene might not accurately differentiate two alleles. Accordingly, we included 3963 genes that have more than >1 count of the allele in one accession and <20% total count of the allele in the opposing accession in all samples, modified from Gould et al. (2018). 

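The criterion was applied here to the estimated allele counts of 14 parental libraries, with the opposing allele measured as a percentage of a gene's 2 allele counts in the library. It kept 3403 of 32439 genes. Requiring under 10% of the opposing allele gave 3319 genes, under 30% gave 3458, and an own-allele count of at least 10 gave 3339. The alternative that moved the number most applied the criterion to the mean of each accession instead of to every library, and kept 6447 genes. A gene must exceed 1 count in every parental library, so single libraries limited the number. Without Bd21 control replicate 1 the number rose to 3856, and without Bd21 drought replicate 2 to 3934. These were the parental libraries with the fewest counts. The genes kept held between 27.1% and 30.1% of the counts of a library. On them, between 99.7% and 99.9% of the counts of a parental library were assigned to its own allele.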

The RNASeq count matrix was normalized using Relative Log Expression in DESeq2, as above. All genes (>0 in more than ten samples, including allele-indifferentiable genes) were included in the normalization step with allele-distinguishable genes shown as allelic expression and other genes as total expression to ensure the normalization factors are calculated based on most genes for the comparable of genes with allelic variants. 

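The share of counts that emase assigned to the Bd21 allele was computed in each F1 library over the allele-distinguishable genes. It was 50.4% ± 0.196 (SD, n = 10 plants) and ranged from 50.1% to 50.6%. All 10 plants lay above 50% (exact two-sided sign-flip permutation test, p = 0.00195, the smallest p that 10 plants allow). The mean share was 50.3% in control and 50.5% in drought, a difference of 0.114 percentage points (exact two-sided permutation test, p = 0.389). Taking the median over genes in place of the share of summed counts moved the value most, to 50.7%. By gene, the mean count over the F1 plants was higher for the Bd21 allele in 1838 genes and for the Bd3-1 allele in 1565. The median log2 ratio of Bd3-1 to Bd21 was -0.04, and 229 genes (6.73%) differed by more than 2-fold. Across genes, which are not independent replicates, the mean counts of the alleles had a Pearson correlation of 0.946 on the log10 scale.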

Possible read-mapping bias was assessed as in Lovell et al. (2016) shown in supplementary fig. S5, Supplementary Material online. 

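Principal components were computed over all 24 libraries from counts scaled by relative log expression factors, without a log transformation. Each gene entered as its total, or as 2 allele counts if it was allele-distinguishable. PC1 held 56.9% of the variance, PC2 26.0% and PC3 5.76%. A log2(normalized count + 1) transformation moved the second component most, to 16.1%, and the first to 62.004%. The 10 genes that contributed most to PC1 made up 65.8% of it, led by Bradi2g44856 (14.2%) and Bradi4g37210 (13.6%). F1 control replicate 1 lay farthest from the centre on PC1. Its 10 most abundant genes took 16.3% of its counts, the highest percentage of any library. On PC2 all Bd21 libraries had positive scores and all Bd3-1 libraries had negative scores. With the log2 transformation the components held other differences. The accessions were then separated on PC1, between 395.7 and 424.4 in Bd21 and between -364.0 and -356.0 in Bd3-1, with all F1 libraries between them (40.6 to 46.8). Allele counts entered only for genes chosen to have little of the opposing allele in every parental library. Separation of the accessions, with the F1 libraries between them, can follow from that choice alone.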

PCA of samples are shown in supplementary fig. S6, Supplementary Material online.

We employed a pipeline based on DESeq2 as introduced by Lovell et al. (2016). Briefly, the transcript abundance of a target gene is fit into the full model:

$$\begin{array}{rl} log_{2}q_{ij} & =\beta_{0}+\beta_{T}T_{i}+\beta_{A}A_{i}+\beta_{G}G_{i}+\beta_{AG}A_{i}\times G_{i}+\beta_{TG}T_{i}\times G_{i}\\ & \;+\beta_{AT}T_{i}\times A_{i}+\beta_{AGT}A_{i}\times T_{i}\times G_{i} \end{array}$$

where $q_{ij}$ is the gene expression of sample *i* for gene *j*, $T_{i}$ is treatment (control, 0; drought, 1), $\;A_{i}$ is allele type (Bd21, 0; Bd3-1, 1), and $G_{i}$ is generation (F1, 0; Parents, 1). Accordingly, $\beta_{A}$ tests for cis*-*acting regulation; $\beta_{AG}$ tests for trans*-*acting; $\beta_{AT}$ tests for cis*-*by-environment-acting; and $\beta_{AGT\;}$ tests for trans*-*by-environment-acting. Here, the approach was also modified to perform tests in each environmental condition (as a “half model”). Each test of cis/trans was done separately in each condition because of our limited power and the possibility of low expression of the gene in samples of some conditions; cis/trans by environment interaction cannot be directly tested in this analysis. *P* < 0.1 is here reported to be significant without multiple test correction. 

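Tests of the cis and trans terms were run over the 3403 allele-distinguishable genes with edgeR's quasi-likelihood test. A threshold of 0.1 on the unadjusted P passes 340.3 of these genes if no gene differs and P is uniform. In the full model, 1076 genes passed it for cis, 448 with the Bd3-1 allele higher and 628 with the Bd21 allele higher. For trans, 375 genes passed it, 237 with a larger Bd3-1 level in the parents than the alleles accounted for and 138 with a smaller one. With treatment coded as 0 and 1, 842 genes passed for cis and 311 for trans. The cis by environment term passed in 416 genes and the trans by environment term in 184. Permuted assignments of the libraries gave medians of 326 genes for cis, 246 for trans, 271 for cis by environment and 133 for trans by environment. For trans, the difference in level between F1 and parental allele counts can enter the term in a permuted assignment. A drought response can likewise enter the trans by environment term. For cis by environment, the permuted conditions turn the drought response into spread between F1 plants, which can lower the number. The medians of both trans terms and of cis by environment are therefore not numbers without an effect. After Benjamini-Hochberg adjustment at 0.1, the numbers were 552 for cis, 12 for trans, 1 for cis by environment and 0 for trans by environment. Over fits that each left out 1 library, the number for trans ranged from 1 to 17. It was 0 with treatment coded as 0 and 1, and 24 with DESeq2's Wald test. At an unadjusted P under 0.05 the trans by environment term had 76 genes. The single gene for cis by environment, named after its values were seen, was Bradi2g36030. Its allele difference, Bd3-1 over Bd21, was -3.95 on the log2 scale in control and -1.63 in drought (adjusted p = 0.0427 for the interaction, edgeR), higher in each of 5 drought plants than in any of 5 control plants. No gene passed the adjusted threshold for this term with the plant as a block, or without F1 control replicate 1, 3 or 5 or F1 drought replicate 1 or 2. More genes passed it without F1 control replicate 2 (4), F1 control replicate 4 (2) or F1 drought replicate 4 (5), and with DESeq2 (4). In the models of 1 condition, 957 genes passed for cis and 382 for trans in control, and 760 for cis and 226 for trans in drought. With adjustment, 325 genes passed for cis in control and 169 in drought, and 0 for trans in either. Without 1 library at a time, cis ranged from 221 to 351 genes in control and from 81 to 219 in drought. For trans, 2 genes passed in control without F1 control replicate 2. DESeq2 gave 478 and 304 genes for cis in control and drought, and 7 and 5 for trans. At an unadjusted P under 0.05, the trans term had 199 genes in control and 98 in drought. Among the other fits at the unadjusted threshold, limma-voom with the plant as a block moved the numbers most, to 588 genes for trans and 367 for trans by environment. Without the block, limma-voom gave 561 and 348, so most of that shift came with the tool. For cis by environment, edgeR on the F1 libraries with the plant as a block gave 320 genes.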

Results were summarized in supplementary data set S10, Supplementary Material online.

## Results

### Physiological Responses to Soil Drying

We measured a series of traits daily on two inbred natural accessions as soil water content was experimentally decreased to 50% of FC (hereafter “drought”) or maintained at 85% (hereafter, “control”). These measurements suggest that both accessions began reducing whole plant water usage starting on the fourth day of the dry-down (supplementary fig. S1a, Supplementary Material online; *t*-test adjusted by Tukey; *P* = 0.048) and thereafter experienced a similar magnitude of soil drying stress, with most assayed traits exhibiting clear differences between control and drying treatments by Day 6.

Linear mixed models show that both accessions respond similarly along this dry-down, with the exception of leaf glucose and fructose contents, which showed significant increase starting on Day 5 in Bd3-1 (*z*-test, *P* < 0.0001) and Day 6 in Bd21 (*P* < 0.0001; supplementary figs. S1h and 2b, Supplementary Material online). These results suggest that the genetic background of the two accessions plays a role in shaping drought responses, revealing trait-specific sensitivity to G × E effects.

We next report the results of a highly replicated experiment (*n* = 48 to 59 for each accession in each treatment) focused on contrasts between the two accessions on Day 6 of the dry-down process. These plants constitute the sampling for the following RNA analyses. Leaf starch content decreased on Day 6 (Fig. 1g; Chisq test and *P* = 1.6e-10), as did high-degree polymerized fructans (Fig. 1h; *P* = 1.6e-7), a short-term storage carbohydrate in cool-season Pooid grasses like *Brachypodium* (Livingston et al. 2009). Sucrose shows no treatment effects in the leaf (Fig. 1e; *P* = 0.48), nor do low-degree polymerized fructans (Fig. 1f; *P* = 0.055). The degradation of starch and the catabolism of sucrose might contribute to the accumulation of glucose and fructose, both of which are strongly elevated in our Day 6 samples (Fig. 1c and d; both *P* < 2.2e-16). However, leaf glucose increases to a larger degree in Bd3-1 than in Bd21, shown as a significant G × E response (Fig. 1c; *P* = 0.0015). Overall, most carbohydrates showed genotypic differences, with Bd3-1 having higher levels. Drought also increased leaf amino acid content (Fig. 1j; *P* < 2.2e-16) and protein content (Fig. 1i; *P* = 0.00015), the latter showing a G × E effect (*P* = 0.034).

### Factors Affecting the Transcript Abundance of Individual Genes

We detected transcripts from 29,740 genes, representing 91.4% of annotated genes in the Bd21 v3.2 reference genome. PCA (Fig. 2a) showed clear separation between genotypes (PC1, 15.5% variance) and between treatments (PC2, 6.4% variance), confirming that both genotype and drought had major effects on gene expression. After filtering, 26,388 genes were included in the differential expression analysis (supplementary data set S11, Supplementary Material online). At FDR = 0.05, we found 4,725 genes expressed at higher levels and 4,087 at lower levels in Bd21 compared to Bd3-1 (genotypic effect). Similarly, 3,111 genes were upregulated and 2,832 were downregulated in response to drought (environmental effect). Among these, 3,066 genes showed both genotype and environmental effects.

In response to drought, Bd21 had 4,024 upregulated and 3,983 downregulated genes, while Bd3-1 had 3,997 up and 4,010 down (Fig. 2b). A total of 538 genes showed significant G × E effects (FDR = 0.1; Fig. 2b); 107 of these were upregulated and 66 downregulated in both genotypes but with different response strengths. Some genes responded only in one genotype: 135 up and 99 down in Bd3-1 and 39 up and 60 down in Bd21. Only 21 genes showed opposite expression changes in the two genotypes. Among the 538 G × E genes, 40 were annotated as transcription factors, including a MYB-related transcription factor with the greatest G × E fold change. GO analysis showed that G × E genes are enriched for chlorophyll and starch metabolism, amino acid processes, translation, protein folding, and stress responses (supplementary data set S12, Supplementary Material online). Together, these findings reveal that drought-induced gene expression is shaped not just by the environment or genotype, but also by their interaction.

### Variation in Gene–Gene Interaction Within Co-Expression Modules

While G × E effects on individual gene expression are well documented and evident in our dataset (Fig. 2), we sought to determine whether G × E also shapes gene regulatory patterns. One way to define G × E in gene regulation is when a regulatory interaction or set of interactions is activated or deactivated by drought in only one genotype. We used an approximation of a GRN by identifying gene coexpression modules specific to certain combinations of G × E.

The high replication used in our RNA sequencing experiment (*N* = 48 to 59, subsampled to 48 samples for each library type) affords us the power to estimate coexpression relationships independently in each of the four library types (Bd21 control watering, Bd21 drought, Bd3-1 control, and Bd3-1 drought) using WGCNA (Langfelder and Horvath 2008). We identified 14 to 24 modules per library type, depending on network parameters and library (Fig. 3). We define activation of the same module across library types as the overlapping of genes in the modules inferred from different library types. To assess overlap among modules across conditions, we used the SuperExact test (Wang et al. 2015), a high-dimensional Fisher's exact test, and then grouped significantly overlapping modules into “cliques.” These cliques were classified into four regulatory patterns: (i) **conserved** modules, found in all four conditions; (ii) **genotype-specific** modules, shared across treatments within a single genotype’ (3) **environment-specific** modules, shared between genotypes under the same condition; and (4) **G × E-specific** modules, present in three or only one conditions.

**Fig. 3.**
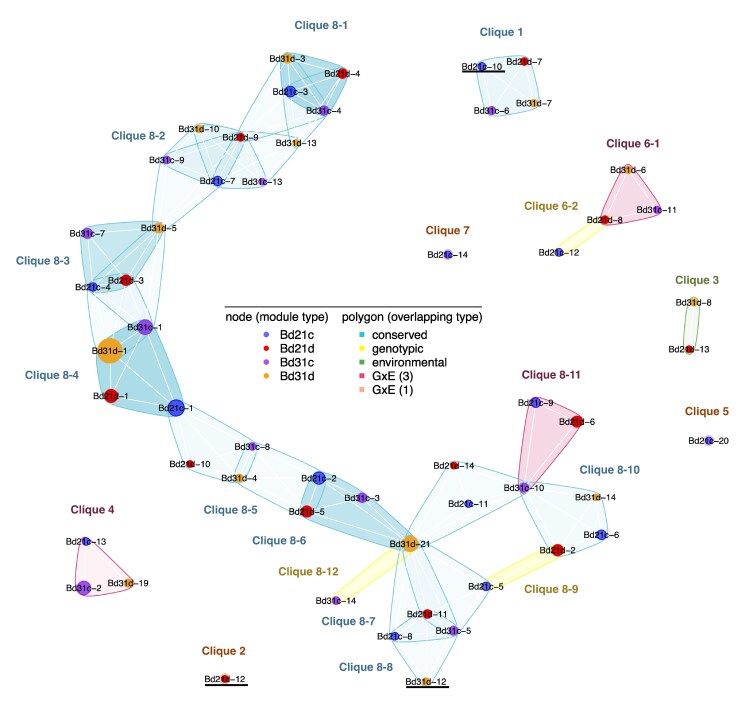
Conservation of gene coexpression modules among genotypes and treatments. Nodes represent modules identified in each of the four library types (red, Bd21d; blue, Bd21c; orange, Bd3-1d; purple, Bd3-1c), with the size of the node corresponding to the number of genes in each module. Clusters of modules enclosed by a polygon—cliques—show significant gene overlap using the high-dimensional Fisher's exact test (data are available in supplementary data set S4, Supplementary Material online). Polygon color denotes the pattern of module conservation among libraries (teal, four-module stable overlap; pink, three-module overlap; green, two-module of same environment overlap; yellow, two-module of same genotype overlap; and orange, module uniquely identified in a single library type) with the transparency of the color proportional to the number of genes in common. Modules with names underlined are shown as inferred network in Fig. 4.

We identified 20 **conserved cliques** (Fig. 3, teal), comprising 40 modules with significant shared gene membership across the four conditions. Thirty-six of these modules showed significant GO term enrichment, including Clique 1, within which all the modules are enriched with circadian rhythm functions. Other conserved cliques are observed to be enriched for core cellular processes including the electron transport chain, cellular respiration, protein translation, photosynthesis light reactions, and glycogen metabolic process (Table 1). Some modules in conserved cliques are highly correlated with physiological traits; module Bd3-1d21 in Clique 8-6 is correlated with daily water usage (*P* = 4.4e-5) as is Bd3-1d4 in Clique 8-5 (*P* = 1.5e-4), along with tissue water content (*P* = 1.9e-4), while both modules are enriched with GO terms associated with photosynthesis. Bd3-1d12 in Clique 8-8 is correlated with leaf glucose content (*P* = 6.4e-5) and partially overlaps with Clique 8-7, which is enriched for glycogen metabolic process.

**Genotype-specific cliques** (Fig. 3, yellow) comprise modules found in only one genotype. Clique 8–9, for example, is specific to the Bd21 accession and is enriched for genes involved in wounding response and phenylpropanoid biosynthesis (including *B. distachyon* orthologs of genes encoding C4H (Bradi2g31510), PAL (Bradi5g15830), 4CL (1753) and F3H (Bradi2g54090, Bradi5g19250, and Bradi2g54090), F3′H (Bradi4g31380), PPO (Bradi2g52260), and an R2R3 MYB transcription factor (Bradi2g11676), which regulates phenylpropanoid biosynthesis in other species (supplementary data sets S7 to 8, Supplementary Material online). Clique 8–12, specific to Bd3-1, is enriched in chlorophyll and pigment metabolic processes and terpenoid biosynthetic processes; it contains five NAC regulators/domain-related genes (Bradi1g17480, Bradi1g63600, Bradi3g59380, Bradi4g02060, and Bradi4g44000) as well as a chlorophyll A–B binding protein (Bradi4g31257) and a putative senescence-inducible chloroplast stay-green protein (Bradi4g36060).

We identified **one environment-specific clique** (Clique 3, Fig. 3, green), found under drought conditions in both genotypes. Although the two modules have no GO terms in common, constituent module Bd21d13 is enriched with GO terms including response to water and contains drought-related genes including two RAB18 orthologs (Bradi1g37410 and Bradi3g43870), one rice ASR5 ortholog (Bradi4g24650), and one IAR4 (Bradi1g44480).

Finally, we identified **G × E-specific cliques** that are present in only one (Fig. 3; orange) or three (Fig. 3; pink) out of the four library types. Clique 2, for instance, is unique to Bd21 drought and includes genes enriched for a predicted bZIP transcription factor binding motif (*P* = 2.6e-7); moreover, the annotations of several genes in this module relate to abscisic acid (ABA) signaling and regulation. We also identified three cliques that are absent from one condition, including Clique 8–11, which lacks a Bd3-1 drought module despite showing enrichment of genes associated with cell wall biogenesis in the other three conditions.

Together, these results reveal that G × E effects are not limited to differential gene expression (DGE) but extend to gene coexpression networks. G × E jointly shape putative regulatory modules, indicating that drought alters transcript abundance as well as altering gene regulation in a genotype-specific manner.

### Trait Responses Support the Biological Relevance of Modules

To validate the functional relevance of the reconstructed coexpression modules, we examined whether module conservation correspond to observed trait responses; genotype-, environment-, or G × E-specific modules should align with corresponding patterns in phenotypic traits. As one example, we observe that a module related to chlorophyll metabolism is specific to Bd3-1 (Clique 8-12), and we observed a genotypic difference in relative chlorophyll content between Bd21 and Bd3-1 (supplementary fig. S1j, Supplementary Material online). Similarly, leaf glucose content showed both strong environmental and G × E effects, which matches the pattern of two of its associated modules, Clique 3 and Clique 2 (Table 1). These results suggest that trait-level variation supports underlying regulatory architecture.

### Inferring Regulatory Interactions Within Modules via Causal Inference

The preceding analyses show that some coexpression modules are conserved while others vary with genotype, environment, or their interaction (G × E). However, coexpression alone only captures correlations, in which many gene–gene interactions are likely indirect and provide no information about regulatory directionality. To infer potential causal relationships among genes within modules, we applied causal inference using the UT-IGSP algorithm (Squires et al. 2020). This approach estimates GRNs by identifying conditional dependencies between genes by inferring gene regulation distribution across our sampled replicates. The inferred networks enable us to explore changes in specific gene regulatory interactions.

Bd21d12 is the sole module in Clique 2, which we showed, above, is G × E-specific. Many of the genes in Bd21d12 are annotated with functions in ABA biosynthesis or signaling. Bradi1g13760, an ortholog of AtNCED2, a 9-cis-epoxycarotenoid dioxygenase, and Bradi3g52660, orthologous to AtCYP707A1 with inferred ABA 8′-hydroxylase activity, are predicted to act upstream many other genes in the module (Fig. 4a, red fill). Bd21d12 also contains genes whose orthologs are ABA-induced or ABA-dependent regulators (Fig. 4a orange shade), including Bradi4g39520 (orthologous to a transcription repressor, AtAITR3), Bradi3g50220 (orthologous to ABA-responsive ATHB-7), Bradi2g15940 (orthologous to AtGBF2, an ABA-regulated bZIP transcription factor), and Bradi2g41950 and Bradi2g18510 (orthologous to AtHAB2 and AtHAB1, respectively). Other genes are associated with drought response in *Arabidopsis* (Fig. 4a, blue shade), including stomatal movement (Bradi2g20660 and Bradi3g39800), wax biosynthesis (Bradi2g23740), and a late embryo abundant (LEA) protein (Bradi1g51770). Notably, the gene with the strongest G × E effect in our dataset, Bradi3g00920 (Fig. 2c), has the highest eigenvalue in this module, suggesting a possible candidate gene whose expression variance drives the broader patterns in Bd21d12.

**Fig. 4.**
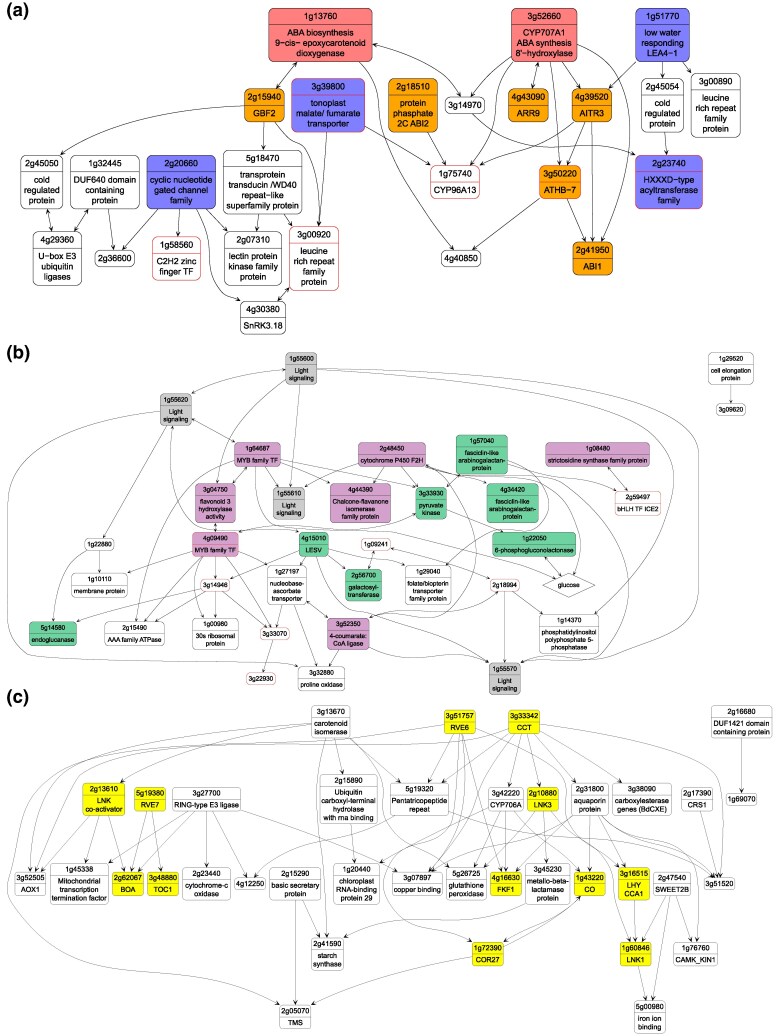
Inferred directed interactions within modules. a) Module 12 in Bd21d, b) Module 14 in Bd3-1d, and c) Module 10 in Bd21d inferred using the UTI-GSP method. Nodes are genes and edges are inferred causal interactions. Edges with two arrows indicate either that the direction of interaction is uncertain or that the interaction is inferred to be in both directions. The second row of each node shows annotations for orthologs in *Arabidopsis* or rice. Glucose is included as a node in module Bd3-1d12 as an example of a module with a significant correlation between a trait and a module eigengene (Table 1). Genes exhibiting a significant pattern of G × E in our DGE analyses are highlighted with red outline.

Module Bd3-1d12, part of Clique 8-8 (Fig. 4b), is correlated with leaf glucose content. Bradi1g55600, inferred to act upstream in the module, is an early light-induced protein (ELIP2 ortholog) involved in chlorophyll synthesis, with several paralogs also present in the module (Fig. 4b, gray filling). Downstream genes include genes involved in primary metabolism (Fig. 4b, green shade), such as Bradi3g33930 (pyruvate kinase), Bradi1g22050 (6-phosphogluconolactonase), Bradi5g14580 (endoglucanase), Bradi2g56700 (galactosyltransferase), and Bradi1g18650 (glucanotransferase), as well as genes involved in starch metabolism (e.g. Bradi4g15010 and LESV ortholog). When we include glucose as a node in the module, we find that it is predicted to directly interact with three genes including Bradi1g22050, the 6-phosphogluconolactonase. The module also contains genes with predicted functions in secondary metabolism (Fig. 4b, purple fill), including orthologs of an *Arabidopsis* MYB family transcription factor involved in flavonol biosynthesis (Bradi1g64687), flavonoid 3′-hydroxylase (Bradi3g04750), flavanone 2-hydroxylase (Bradi2g48450), and a 4-coumarate:CoA ligase in the phenylpropanoid pathway (Bradi3g52350). Phenylpropanoids and flavonoid derivatives are generated in *B. distachyon* (Piasecka et al. 2022). Although no studies directly tested the increase of these compounds as a defense mechanism, the knockdown of PAL1 lowered levels of cinnamic acid, salicylic acid, lignin precursors, and compromised resistance to *Panicum mosaic virus* and satellite virus (Pant et al. 2021). Notably, several unannotated genes are connected in the module and show G × E in expression suggesting novel pathways involved in G × E gene expression and possible information passing along the network.

Finally, we discuss Clique 1 as an example of a clique that is conserved in all four library types. We investigated one constituent module, Bd21d10, as a representative of the clique and find that it is enriched in genes relate to circadian processes (Fig. 4c, yellow shade). There are five predicted MYB TFs in Bd21d10, including Bradi3g51757 (orthologous to AtREVEILLE 6), Bradi2g62067 (orthologous to AtBROTHER OF LUX ARRHYTHMO and OsLUX ARRHYTHMO), Bradi5g19380 and Bradi1g29680 (orthologous to AtREVEILLE 2/7), and Bradi3g16515 (orthologous to AtLATE ELONGATED HYPOCOTYL 1, and OsCIRCADIAN CLOCK ASSOCIATED 1). Additional genes in this module are orthologous to CONSTANS (CO) and related proteins in *Arabidopsis*. Genes in circadian-controlled pathways show conserved oscillation over 24 h intervals (Filichkin et al. 2011); we hypothesize that stochastic clock variance among our sampled individuals may have provided the signal for reconstructing these conserved interactions in our data.

Here, causal inference allowed us to propose putative regulatory relationships on which we will next explore the possible effects of G × E. The predicted GRNs are consistent with known biological functions, providing a mechanistic basis for understanding how G × E jointly shape regulatory networks.

### Genetic and Environmental Effects on the Interactions Among Genes

An edge between nodes in our inferred GRN represents a putative directional interaction between two genes. Having previously identified G × E effects at the module level, we next asked whether such effects influence regulatory interactions between genes. The high biological replication of our RNASequencing across four library types enables us to fit linear models to explore the effects of genotype, environment, and their interaction on the slope and intercept of the regulation affecting an expression relationship between pairs of genes. We identified seven possible cases.

First, **regulatory slopes can vary by environment**. Some gene pairs show significant changes in slope between conditions, suggesting environment-dependent regulation (Fig. 5b). For example, in module Bd21d12—unique to Bd21 under drought—the relationship between Bradi4g40850 (unknown function) and Bradi3g50220 (an ABA-responsive transcription factor, ATHB-7 ortholog) is significant only under drought. Similarly, in module Bd21d13, Bradi1g44480 (IAR4 ortholog) is inferred to regulate Bradi1g37410 (a dehydrin) only under drought (supplementary fig. S7a, Supplementary Material online). Across modules, we see clustering of context-dependent edges, such as module Bd21d13 in Clique 3—reconstructed only under drought conditions—comprising 32 edges, of which 14 (44%) are environmentally dependent (supplementary table S2, Supplementary Material online).

**Fig. 5.**
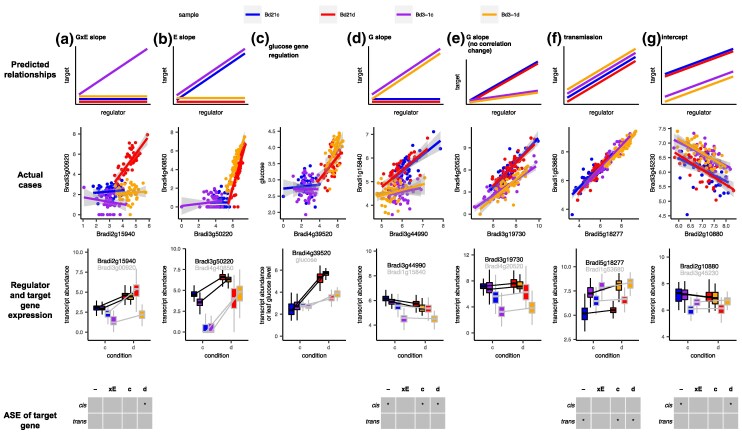
Predicted and observed examples of regulation between pairs of selected genes. a, b, and d to g) Regulation slope changes, transmission, and regulation intercept changes. These are illustrated with linear regression between regulator and target, the expression level of each gene, and ASE patterns. ASE patterns include constitutive regulation (-) and environment specific (xE) detected in full model (see Materials and Methods), or regulation detected in control (c) and drought (d) condition. *P* < 0.1 and not corrected for multiple tests. c) Regression of log-transformed leaf glucose content on upstream identified gene Bradi4g39520 as a putative regulator of leaf glucose content. Transcript abundances are log2 (norm_count + 1).

Second, **regulatory slopes can vary by genotype** (Fig. 5d). For example, in Bd21-specific module Bd21c5, Bradi3g44990 (a putative cell-wall invertase) is predicted to regulate Bradi1g15840 (putative allene oxide cyclase in jasmonic acid synthesis) only in Bd21. Consistent with the observation that the genes in Bd21c5 are only coexpressed in Bd21, we find that Bd21c5 has 12 edges showing a significant effect of genotype among its among 65 edges (18%; supplementary table S2, Supplementary Material online).

Third, we observe **G × E effects on regulatory slopes**—where interaction is significant in just one of the four library types (Fig. 5a). For instance, in Bd21d12, discussed above and enriched for ABA-responsive genes, Bradi2g15940 (GBF2 ortholog) shows a G × E-specific interaction with Bradi3g00920 (leucine-rich repeat family protein), a gene with strong G × E in expression.

Fourth, **regulatory interactions can vary in strength but with conserved direction**. In some gene pairs, the regulatory relationship is present across all conditions, but the strength of the interaction (slope) differs. For example, Bradi4g20520 (unknown function) regulates Bradi3g19730 (jacalin-like lectin domain-containing protein) in all conditions, but the slope is higher in Bd21 than Bd3-1 (Fig. 5e), possibly due to stronger binding affinity in Bd21.

Fifth, **baseline expression (intercept effects) can be different**. Some relationships show consistent slopes but varying baseline expression across library types (Fig. 5g) possibly due to the presence of cofactors or the general resource and energy availability of the cell. In Bd21c10, Bradi2g10880 (LNK3 ortholog) regulates Bradi3g45230 (RNA-metabolizing metallo-beta-lactamase), with Bd3-1 showing a higher baseline expression, leading to genotype-dependent downstream expression. Similar intercept differences linked to genotype, environment, or G × E are widespread (supplementary table S2, Supplementary Material online).

Sixth, **regulatory interactions can be consistent across library types**. In some cases, both genes in a pair show G × E in expression, but there is no significant change in slope or intercept between them—suggesting shared regulatory transmission from an upstream factor. For instance, in Bd3-1c16, Bradi5g18277 (predicted serine-type endopeptidase) shows a G × E effect and regulates Bradi1g53680 (a predicted zinc transporter). Bradi1g53680 expression closely mirrors that of its regulator (Fig. 5f; supplementary file S1, Supplementary Material online), and their interaction remains stable across all conditions (Fig. 5f). We also found that in module Bd3-1d12, G × E genes are more likely to be regulated by other G × E genes (*t*-test, *P* = 0.013; see supplementary fig. S7b, Supplementary Material online), suggesting structured propagation of regulatory variation.

Finally, **the above patterns can be observed between genes and molecular traits**. We use our regression approach to study the transcriptional control of leaf glucose content, which shows a significant G × E effect in our metabolic assays (Fig. 1h) and is highly correlated with four module eigengenes (modules Bd21d12, Bd21d13, Bd3-1d8, and Bd3-1d12; Table 1). Nine genes are inferred to regulate glucose when it is included as a node in these modules. Among these, we find that Bradi4g39520 only exhibits an interaction with glucose under drought stress (Fig. 5c); in control conditions, the glucose content is the same between the genotypes and is not dependent on the expression level of Bradi4g39520. Bradi4g39520 is an ortholog of AITR3, an ABA-induced transcription repressor that acts as feedback regulator in ABA signaling in *Arabidopsis*.

These results provide evidence of G × E in gene–gene interactions, extending beyond individual gene expression. Furthermore, we identified diverse patterns—environment- and genotype-specific regulation, slope and baseline variation, and regulatory transmission—all of which contribute to the complex architecture of GRNs.

### ASE Reveals Cases of Cis-Regulation Contributing to G × E Regulation

We hypothesized that some of the observed regulatory differences are driven by cis- or trans-acting genetic variation, potentially reflecting evolutionary divergence between the two studied accessions. We used ASE analysis to test whether observed genotype- or G × E-associated regulatory differences were due to cis or trans effects (Fig. 5; supplementary fig. S8, Supplementary Material online). 

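The RNA-seq libraries of the ASE analysis came from leaves of Bd21, Bd3-1 and their F1 hybrid in control and drought. There were 24 libraries. F1 hybrids had 5 in each condition, Bd21 had 3 in each condition, and Bd3-1 had 5 in control and 3 in drought. The paper's methods give 3 parental libraries per accession and condition. The labels list a larger Bd3-1 control group, and the series description places 2 Bd3-1 control plants in the harvest of the F1 plants without saying which. The F1 plants were dried down in a separate experiment, so a difference between F1 and parental libraries also holds any difference between the experiments. The authors aligned the reads with bowtie to a diploid transcriptome and estimated a count for each allele of each gene with emase. They deposited these estimated counts for 32439 genes, without normalization. In Bd21, total counts lay between 8236476 and 24847865 in control (median 15441764) and between 6905973 and 30224270 in drought (median 15369257). In Bd3-1, they lay between 17418646 and 27355377 in control (median 21489864) and between 17874611 and 42354206 in drought (median 30136528). F1 libraries had between 18043266 and 38713326 in control (median 22473676) and between 10607196 and 32075566 in drought (median 21668873). The mean over all libraries was 22.0 ± 8.89 M (SD, n = 24), beside the paper's 34.1 ± 13.7 M raw reads. All values given here use the estimated counts. Counting error is not the only error in them, because reads without molecular identifiers are not independent molecules.

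**Figure D1:**
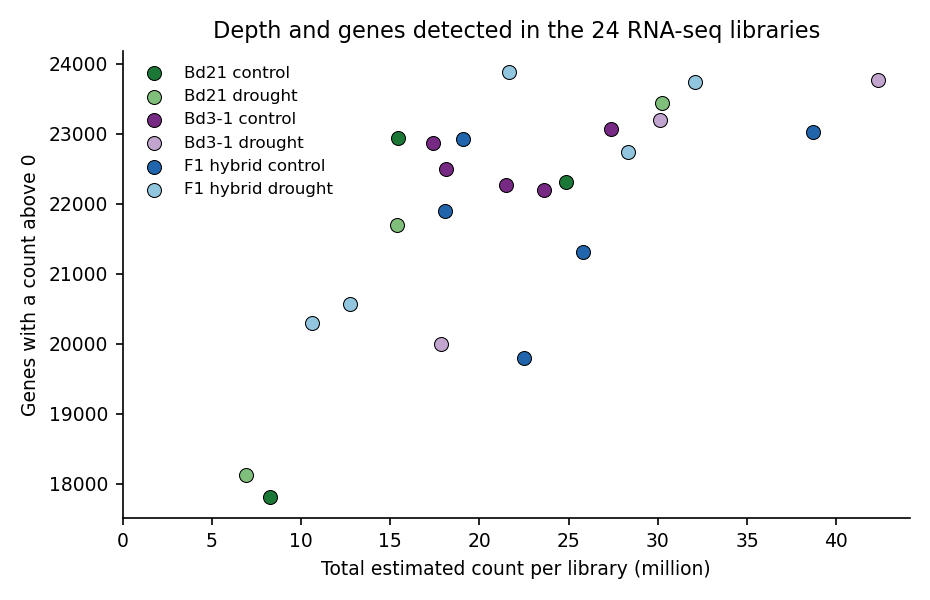
Total estimated count per library in M (horizontal axis) against the number of genes with a count above 0 (vertical axis), 1 point per library, coloured by accession and condition. The lowest points are Bd21 control replicate 1 with 17815 genes and Bd21 drought replicate 2 with 18117.

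Counts were rounded to whole numbers and scaled by TMM factors over the 22629 genes with a count above 0 in more than 10 libraries, the paper's filter. Each parental library gave the count of its own allele. Each F1 library gave 2 columns, 1 per allele, with the same library size and factor. The model had the paper's terms for allele, generation and treatment, and the models of 1 condition the first 2 of them. In the full model, the cis and trans terms were averages over control and drought. With treatment coded as 0 and 1, as in the paper's formula, they are those of control, and this fit was added after the data had been seen. DESeq2, which the authors used, was an alternative here. The parental values plotted in supplementary fig. S8 match the files when Bd21 control replicate 1, Bd21 drought replicate 2 and Bd3-1 control replicate 5 are left out. All 24 libraries were used here, and fits to those other 21 libraries were added after the data had been seen.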

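The files hold a Bd21 and a Bd3-1 count for every gene, and 22250 genes (68.6%) had equal counts for both in every library, 4726 of them with no count at all. Of the genes named in the regulatory examples, Bradi1g15840, Bradi1g53680, Bradi3g45230, Bradi3g50220, Bradi3g44990 and Bradi3g19730 met the criterion for allele-distinguishable genes in all 14 parental libraries. Bradi2g15940, Bradi5g18277, Bradi4g39520, Bradi4g40850 and Bradi4g20520 had equal counts for both alleles in all 24 libraries, so no cis or trans term could be tested for them. Bradi3g00920 met the criterion in 12 parental libraries. It failed in Bd3-1 control replicate 4, with estimated counts of 21.5 for the Bd21 allele and 22.5 for the Bd3-1 allele. It also failed in Bd21 drought replicate 2, with 19.4 and 20.6. Its allele counts were tested beside the allele-distinguishable genes because the paper reports them.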

Limited by the high genetic similarity between the accessions, we can only detect regulation mechanisms in a subset of genes. In the case of the G × E-specific interaction between Bradi2g15940 and Bradi3g00920 (Fig. 5a), we found that Bradi3g00920 is under cis-regulation specifically under drought (supplementary fig. S8a, Supplementary Material online). In contrast, for Bradi5g18277 and Bradi1g53680 (Fig. 5f), which show stable interactions, ASE analysis suggests that Bradi1g53680 is controlled by a trans-acting variant (supplementary fig. S8c, Supplementary Material online) consistent with the hypothesis of transmission. Thus, the results highlight a case where G × E effects in gene regulation arise from cis-acting mechanisms, highlighting the complex genetic architecture underlying regulatory network rewiring.

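Bradi3g00920 had few allelic counts. Over the 5 F1 plants of each condition, 145 counts were on the Bd21 allele and 92 on the Bd3-1 allele in control, and 663 and 310 in drought. These are estimates, and a near-even division need not show 2 expressed alleles. The parental library Bd21 drought replicate 2, without a Bd3-1 allele, had 19.4 and 20.6. F1 control replicate 4 had 15.99 and 16.01, so its ratio may hold no information on the alleles. Normalized counts in drought were 131 ± 80.8 for the Bd21 allele and 64.5 ± 40.8 for the Bd3-1 allele (SD, n = 5 plants). In control they were 30.8 ± 26.1 and 20.7 ± 22.0 (SD, n = 5). The log2 ratio of Bd3-1 to Bd21, with a pseudocount of 1, was -1.13 ± 1.36 in drought (SD, n = 5), with the Bd21 allele higher in 4 of 5 plants (exact two-sided sign-flip permutation test, p = 0.125, and 0.0625 is the smallest possible). In control, replicate 2 had no count for either allele, and so no ratio, and replicate 5 had 65 counts, all on the Bd21 allele. Over the 4 control plants with counts the ratio was -1.33 ± 3.198 (SD, n = 4; same exact test, p = 0.75, and 0.125 is the smallest possible). In the model of drought alone, edgeR gave a cis log2 difference of -1.03 (standard error 0.60; adjusted p = 0.457, and 0.250 to 0.658 over the other fits). Its unadjusted P of 0.105 lay above the paper's threshold of 0.1, and that of DESeq2's Wald test (0.0849) below. So did those of the fit without Bd21 drought replicate 2 (0.0950), which is also that of the libraries matching supplementary fig. S8, and of the plant as a block (0.0996, added after the data had been seen). Without F1 drought replicate 4, the 1 drought plant with more counts on the Bd3-1 allele, the difference was -1.47 and passed the threshold. In the model of control alone it was -0.59 (standard error 1.03; adjusted p = 0.814, edgeR). The trans log2 difference was 0.58 in drought (standard error 0.96) and -0.59 in control (standard error 1.55), and neither passed the threshold.

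**Figure D2:**
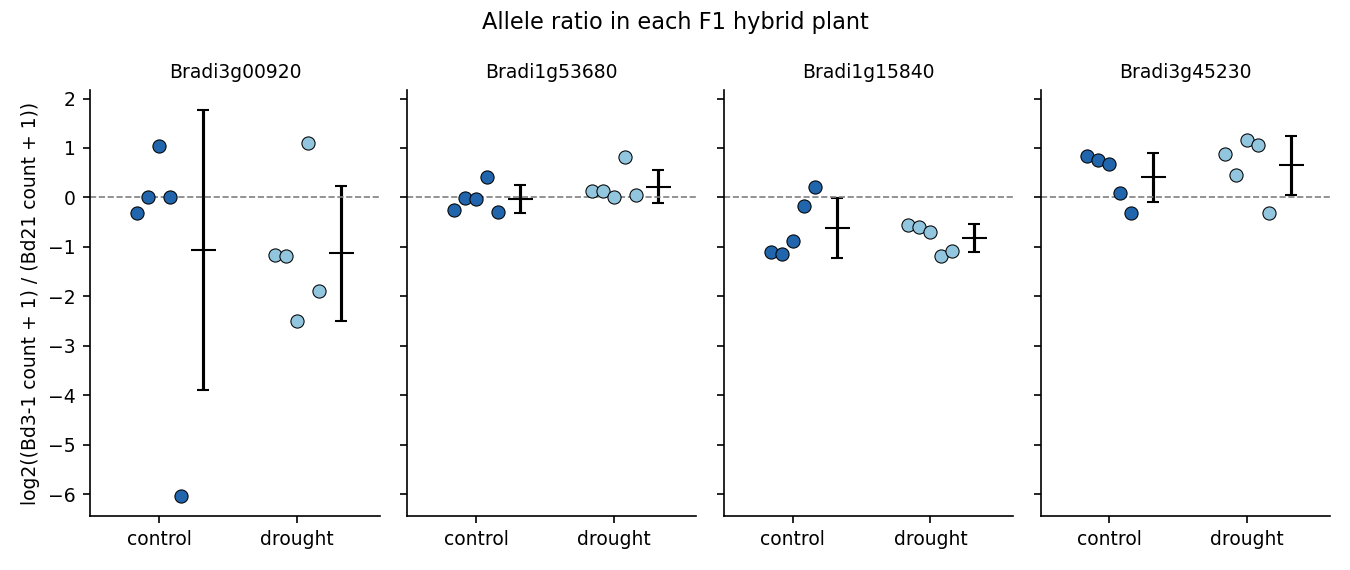
Log2 ratio of the Bd3-1 to the Bd21 allele count, each with a pseudocount of 1, in each F1 plant (points) for the 4 genes of supplementary fig. S8, with the mean and SD of 5 plants beside each group. For Bradi3g00920 the control plants spread from -6.04 to 1.05 and 4 of 5 drought plants lie below 0. The point of F1 control replicate 2, which had no count for this gene, comes from the pseudocount alone.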

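Bradi1g53680 had 1.54 log2 units more in Bd3-1 than in Bd21 in control (exact two-sided permutation test, p = 0.0357) and 1.07 more in drought (p = 0.1, the smallest that 3 libraries against 3 allow). Normalized counts in control were 7311 ± 3522 in Bd3-1 (SD, n = 5) and 2389 ± 869.6 in Bd21 (SD, n = 3). In drought they were 10931 ± 7139.7 and 4635 ± 946 (SD, n = 3 each), and Bd3-1 drought replicate 2 had 19164 against 6439 and 7191 in the other replicates. In the F1 hybrids the alleles were closer. In control the Bd21 allele had 2564 ± 917 and the Bd3-1 allele 2614 ± 1275 (SD, n = 5), with the Bd21 allele on 50.1% of the summed counts (Wilson 95% interval 49.5 to 50.7). In drought they had 1330.3 ± 218 and 1556 ± 291, with the Bd21 allele on 46.9% (46.1 to 47.7). The log2 ratio per plant was -0.04 ± 0.28 in control (SD, n = 5; exact two-sided sign-flip permutation test, p = 0.8125). In drought it was 0.22 ± 0.33 (SD, n = 5), above 0 in 5 of 5 plants (same exact test, p = 0.0625, the smallest possible), and F1 drought replicate 4 was far from the others at 0.81. In the models of 1 condition, the cis term was 0.03 in control (standard error 0.37) and 0.23 in drought (standard error 0.26), neither past the paper's threshold. The trans term was 1.58 in control (standard error 0.58) and 1.01 in drought (standard error 0.43). Both passed the paper's unadjusted threshold, but not with adjustment (edgeR, adjusted p = 0.815 and adjusted p = 0.995). In the full model it was 1.30 (standard error 0.38) and passed too (edgeR, adjusted p = 0.279, and 0.115 to 0.914 over the other fits). Without Bd3-1 drought replicate 2, the trans term was 0.96 in the full model, and 0.33 in drought, where it no longer passed. The trans term compares F1 with parental plants of separate experiments.

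**Figure D3:**
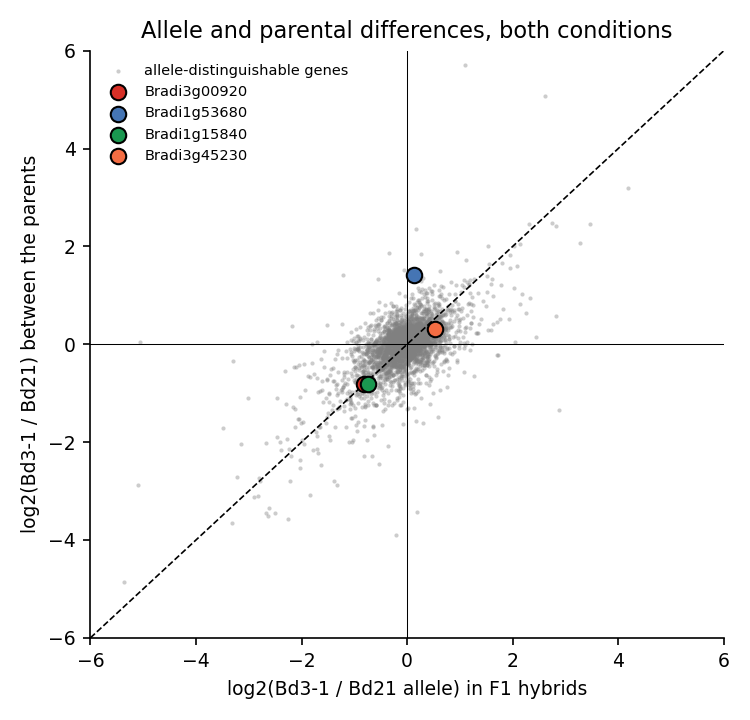
Log2 difference between the alleles within F1 hybrids (horizontal axis) against the log2 difference between the parents (vertical axis), both conditions together, for 3403 allele-distinguishable genes (grey) and the 4 genes of supplementary fig. S8. The dashed line marks equal differences, where the trans term is 0, and 1 gene lies outside the axes; Bradi1g53680 lies near 0 on the horizontal axis and above the line.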

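The difference of the cis effect between the conditions was tested directly in the full model. For Bradi3g00920 the cis by environment term was -0.44 on the log2 scale (standard error 1.23; edgeR, adjusted p = 0.996) and did not pass the paper's threshold. The difference in the log2 allele ratio between drought and control plants was 0.20 over the 9 plants with counts (exact two-sided permutation test, p = 0.913). With the plant without counts entered at 0 it was -0.07, and without F1 control replicate 5 it was then -1.32. In the total counts of these libraries, the G × E between the parents was 0.44 (edgeR's quasi-likelihood test, adjusted p = 1.00). Over the allele-distinguishable genes, 576 passed the paper's threshold for cis in control alone, 379 in drought alone and 381 in both. Of the genes that passed in drought alone, 266 had the same direction in control (70.2%, against 64.2% of all genes), and 131 passed the threshold for the cis by environment term. Of those that passed in control alone, 172 did. From the cis effect on Bradi3g00920 under drought, the paper concludes that G × E effects in gene regulation can arise through cis-acting mechanisms.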

## Discussion

Gene expression has long been a focus of both evolutionary and functional genetic studies. Here, we aimed to integrate these two perspectives by studying the environmental and genetic control of regulatory interactions between genes using highly replicated RNASequencing libraries of two *B. distachyon* accessions exposed to soil drying and control conditions.

We extend past work that showed that the expression of individual genes can vary as a function of genotype and environmental treatment to demonstrate variation in interactions between genes. One example highlighted throughout the analyses in this study is Bradi3g00920, which shows a pattern of G × E in its transcript abundance. By inferring causality for the module in which the gene is located, we infer that Bradi3g00920 is relatively downstream of several other genes putatively regulating it. Multiple regression of its gene expression suggests that Bradi3g00920 is regulated by Bradi2g19540 only under drought in Bd21. Further, ASE reveals that this gene is associated with a cis-regulated expression pattern.

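With both conditions in the full model, the cis log2 difference of Bradi3g00920 between the Bd3-1 and Bd21 alleles was -0.81 (standard error 0.61; edgeR, adjusted p = 0.464). It passed the paper's threshold only without F1 control replicate 3, at -1.17. The trans term was close to 0 (edgeR, adjusted p = 1.00). Of the summed allelic counts of the F1 plants, 61.2% were on the Bd21 allele in control (Wilson 95% interval 54.8 to 67.2) and 68.1% in drought (65.1 to 70.99). These intervals cover counting error only, and the percentage varied more between plants. In the parents, the Bd21 level was 145 ± 123 normalized counts in control and 135 ± 84.3 in drought (SD, n = 3 each). The Bd3-1 level was 63.8 ± 23.0 in control (SD, n = 5) and 99.5 ± 16.9 in drought (SD, n = 3). The parental log2 difference, Bd3-1 over Bd21, was -0.90 in control (exact two-sided permutation test, p = 0.304) and -0.22 in drought (p = 0.8). It depended on the libraries. In the 21 that match supplementary fig. S8, added after the data had been seen, it was -0.32 in control (exact two-sided permutation test, p = 0.667). In drought it was -0.79 there (p = 0.1, the smallest possible for this exact test), without Bd21 drought replicate 2, which failed the allele criterion for this gene.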

We also exploit recently developed tools from causal inference (Squires et al. 2020) to highlight a phenomenon we term “expression transmission” to identify candidate regulatory genes apparently passing their expression pattern to downstream targets. For example, Bradi1g53680 consistently depends on Bradi5g18277 and is trans-regulated (Fig. 5f), suggesting that the causal variant lies in Bradi5g18277 or an upstream regulator. This implies that trans-QTLs may reflect regulatory cascades rather than direct changes in protein-coding sequences and also emphasizes the need to consider gene expression within a network context, rather than treating genes as independent variables.

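For Bradi5g18277 the files hold equal counts for both alleles in every library, so only its total could be compared. Its normalized total was 2352 ± 1353 in Bd21 and 13646 ± 8610.0 in Bd3-1 in control (SD, n = 3 and n = 5). In drought it was 6985 ± 389 and 25945 ± 21824 (SD, n = 3 each), and Bd3-1 drought replicate 2 had 51069.7 against 11693 and 15073 in the other replicates. Bd3-1 exceeded Bd21 by 2.21 on the log2 scale over both conditions (standard error 0.42, adjusted p = 0.00120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The G × E term was -0.64 (adjusted p = 1.00 by the same test in edgeR). In the F1 hybrids the total was 6823 ± 4156 in control and 4006 ± 998 in drought (SD, n = 5 each), with F1 drought replicate 5 far below the other 4 plants.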

A second key implication of our work is that variation in gene–gene interactions can lead to a coexpression module not being reconstructed in certain combinations of G × E. For example, 44% of the inferred edges in module Bd21d13 exhibit environmentally dependent regulation, and, perhaps as a result, this module is found only under drought stress. In contrast, modules that have fewer pairwise gene–gene regulatory changes—or for which gene expression states are transmitted faithfully from upstream genes in the network—may be more likely observed under all sampled conditions.

Genetic variants affecting expression, whether constitutive differences between varieties (in our study, those with an only significant G effect) or G × E, may be acted on by selection if they ultimately have an effect on phenotype. The network position of such variants matters: Highly pleiotropic regulators may have broad effects, while variants clustered within modules may limit trade-offs (Wagner and Zhang 2011). Recent work considered the network topology or pleiotropy of gene expression in the context of the evolution of plasticity (Des Marais et al. 2017a; Laitinen and Nikoloski 2019). However, these approaches may be limited by spatial separation between genetic variants and their effects on gene expression (Marchand et al. 2014; Liu et al. 2019), or between environmental sensing and transcriptional responses (Chevin et al. 2022). As a result, pleiotropic impacts as well as variation in network structure are often overlooked. We specifically consider such variation in regulatory interaction here. Our large gene expression dataset also allowed us to estimate gene coexpression independently in each combination of genotype and environmental treatment, thus relaxing the assumption of an invariant network topology across conditions used previously (Des Marais et al. 2017a; Laitinen and Nikoloski 2019; Hämälä et al. 2020a). We note that other approaches to account for network structure indirectly, such as mapping expression covariance or principle components as traits in QTL analysis (Josephs et al. 2015; Lea et al. 2019; Veltsos and Kelly 2024), may detect similar regulatory interactions.

We observed that changes in gene–gene interactions are found to be clustered in some modules, suggesting a spatial pattern of regulatory variation in networks and supporting the hypothesis that modularity allows for reduced pleiotropic effects of mutations (Wagner and Zhang 2011). A related hypothesis is that certain regulatory pathways are under weaker purifying selection, thus leading to accumulation of genetic variation in a subset of modules (Hämälä et al. 2020b). Consistent with this latter hypothesis, we observe that variable interactions are more common in modules not enriched for GO terms associated with core biological pathways such as translation and ATP synthesis processes. The small overlap between variable modules and the chain structure in Fig. 3 is representative of these patterns. Previously, we observed a similar pattern in which individual genes exhibiting expression G × E were localized at the periphery of a gene coexpression network under drought, again consistent with the hypothesis that such variants minimize pleiotropic effects between environments (Des Marais et al. 2017a). The pattern we observe here is similar, here at the level of gene–gene regulatory interactions.

While we have highlighted a number of cases where the interactions among genes vary, we do observe several modules that, while conserved among library types, are enriched for genes that respond to stress (e.g. Clique 8-6 with GO terms of light reactions of photosynthesis-related genes). These networks may remain topologically stable while still enable environmental responsiveness. The mechanism of this response—whether via active regulation or more systems-level metabolic differences—cannot be determined with this type of data, but we highlight the distinct interpretation of this pattern from modules with both environmentally specific expression and topological variation that we observe in, e.g. Clique 3 (Fig. 3).

Our study also connects cellular and whole-plant traits to specific gene regulatory features. First, modules either associated with traits or enriched with GO terms represent hypotheses about the transcriptional control of key biological responses. Notably, even in modules representing housekeeping pathways, fewer than 50% of genes have annotations; our network-based approach therefore represents a novel means to develop hypotheses of gene function. For example, nine genes among 26 genes in the intersect of Clique 1 modules are not annotated and might represent candidates for circadian rhythm studies. Second, certain traits, such as leaf glucose content, might be controlled by several pathways, as we found glucose to be associated with four modules (i.e. three modules associated with glycogen biosynthesis processes, two drought-specific modules, and the module enriched with ABA processes; Table 1). We also show how these associations may change in different environments as some of the glucose-associated modules only exist under drought stress. For example, Bradi4g39520, previously identified to be an ortholog of AITR3, may have an unappreciated role related to glucose signaling or metabolism. Moreover, the example we highlighted being G × E regulated, Bradi3g00920, is uncharacterized and may warrant further study. Collectively, these results suggest that our approach represents an unbiased and systematic way of developing hypotheses about the genes and pathways underlying biological processes.

Our framework and methodology can be extended to compare and understand gene regulation across tissues, cell types, treatments, and species (Kajala et al. 2021), (GTEx Consortium 2015; Huang et al. 2018). It especially takes advantage of highly replicated data, which is increasingly available due to rapid and affordable sequencing technologies such as single-cell transcriptomics (Shahan et al. 2022; Nolan et al. 2023; Wang et al. 2024). Incorporating experimentally validated gene regulatory interactions, e.g. from DNA Affinity Purification Sequencing (Bartlett et al. 2017), as prior knowledge in future studies can enhance the accuracy of network inferences.

Collectively, our work highlights how evolutionary processes may modify GRNs and sheds light on both understanding plasticity and engineering stress resilience. First, a gene's expression can be modified at various steps of its regulation and must be considered in a network context. Conversely, modification of a gene's expression to respond to environmental factors will likely require accounting for gene–gene interactions; our study shows one way to identify such targets. Second, regulatory variation seems to cluster in specific modules. Variants whose effects are restricted to such modules may have fewer pleiotropic effects and thereby be more likely to be retained in populations.

## Supplementary Material

msaf218_Supplementary_Data

## Data Availability

The datasets and computer code produced in this study are available in the following databases: RNA-Seq data: Gene Expression Omnibus GSE267880 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE267880) RNA-Seq data for allele-specific expression: Gene Expression Omnibus GSE267878 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE267878) Analysis scripts: GitHub (https://github.com/jyjiey/GxE_in_gene_regulation_network).

# Supplementary material for: Genotype by Environment Interactions in Gene Regulation Underlie the Response to Soil Drying in the Model Grass Brachypodium distachyon
**Source:** Mol Biol Evol. 2025 Sep 11;42(10):msaf218. doi: 10.1093/molbev/msaf218
**Supplement:** msaf218_Supplementary_Data

## SUPPLEMENTARY INFORMATION

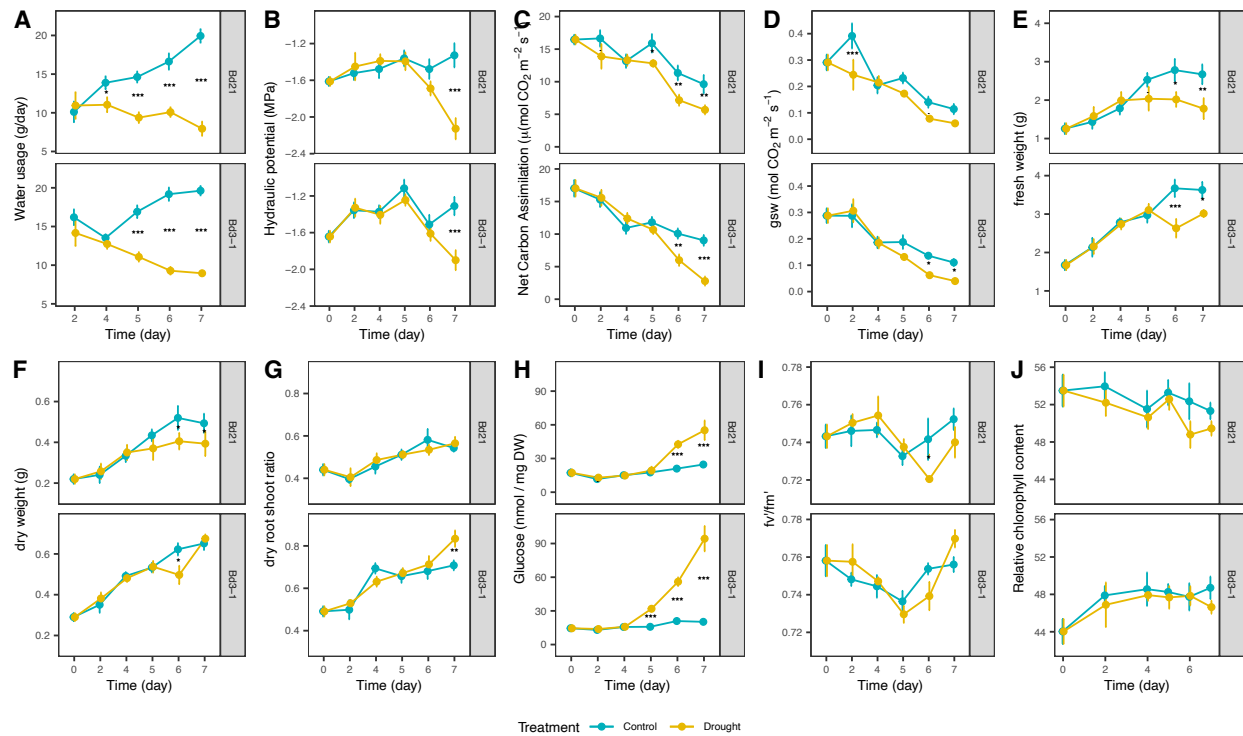

Supplementary Figure 1. Comparison of physiological and metabolic traits between control and dry-down in two accessions from Day 0 to Day 7. (Generalized) Linear models were determined based on AIC score. Random-effects components of the models were based on likelihood ratio tests. Differences of means shown here with asterisks, were determined using contrasts between the two treatments at each time point in each genotype by Tukey's test. N = 9 for each point.

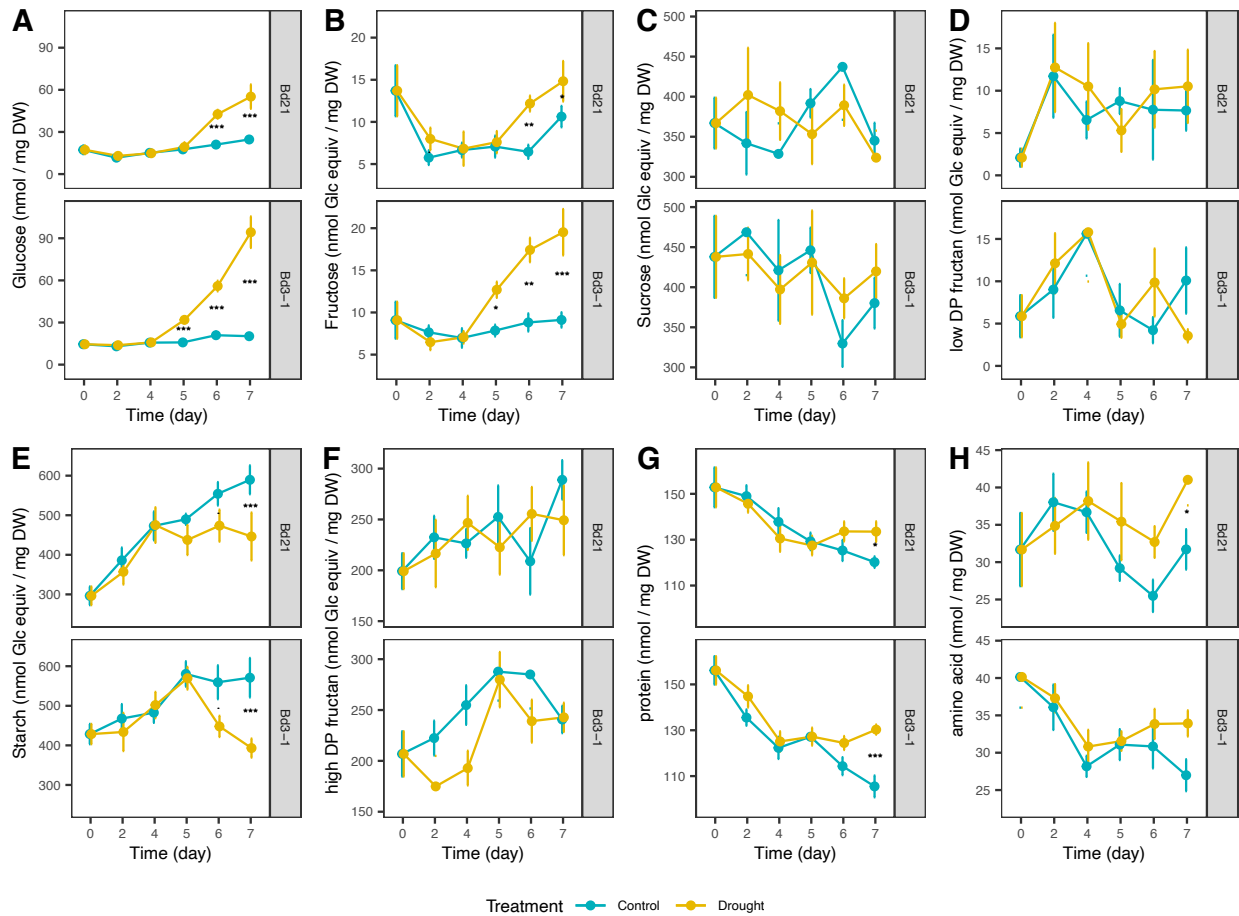

Supplementary Figure 2. Other physiological traits during dry-down in addition to Supplementary Figure 1. Comparison of physiological and metabolic traits between control and dry-down in two accessions from Day 0 to Day 7. (Generalized) Linear models were determined based on AIC score. Random-effects components of the models were based on likelihood ratio tests. Differences of means shown here with asterisks, were determined using contrasts between the two treatments at each time point in each genotype by Tukey's test. N = 9 for each point.

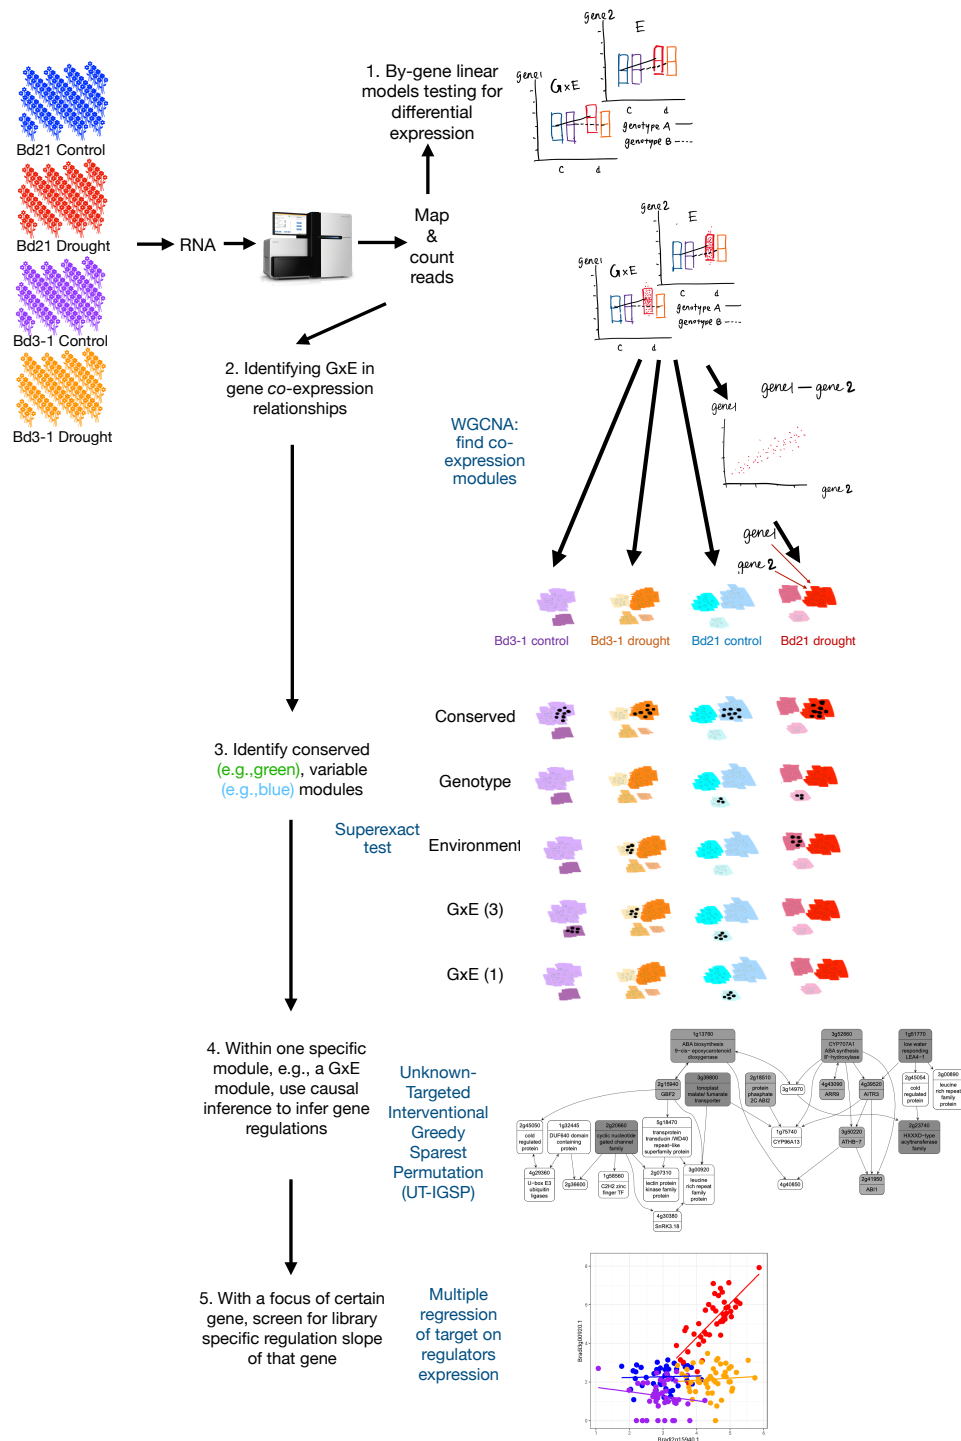

Supplementary Figure 3. Pipeline of gene expression analysis.

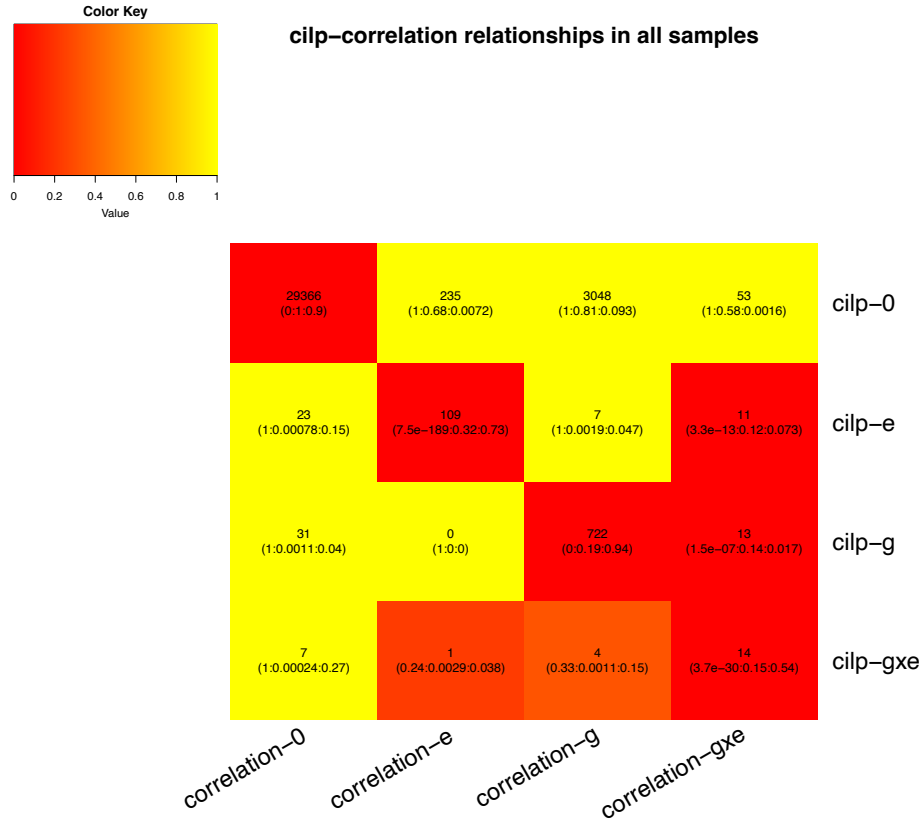

Supplementary Figure 4. Heatmap comparing CILP and correlation variation from regression method based on gene pairs with correlation >0.75 in any of the library types. The number represent the # of the cases found in the intersect. The three number in the parenthesis are p-value of fisher's exact test, the proportion of the genes in the intersect in the correlation category, and the proportion of the genes in the intersect in the CILP category. The color is based on p-value.

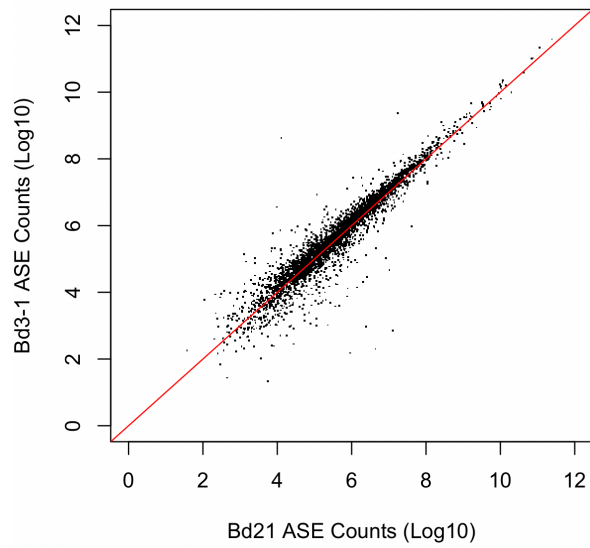

Supplementary Figure 5. mean reads of Bd21 allelic count vs. mean reads of Bd3-1 allelic count across all samples of allele specific genes suggest no alignment bias to Bd21 or Bd3-1

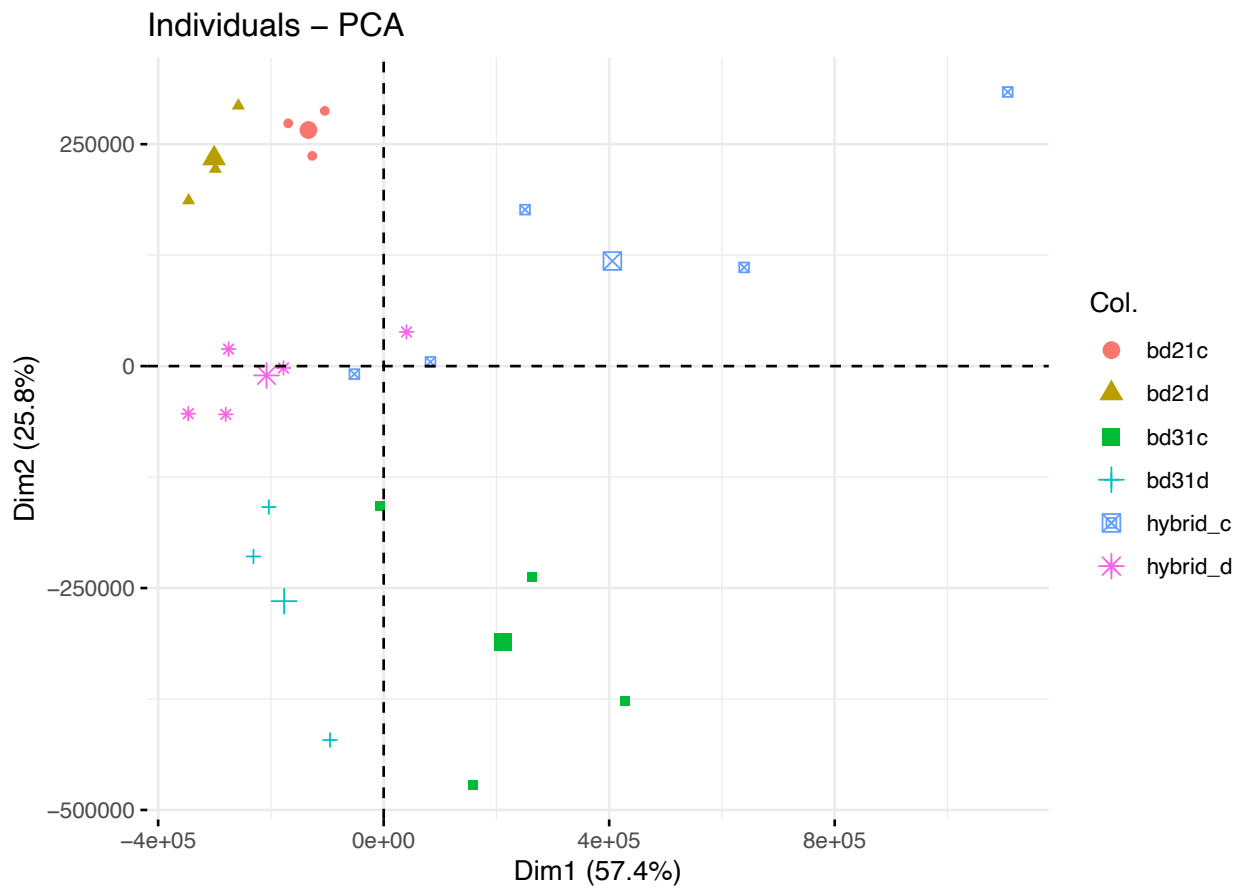

Supplementary Figure 6. PCA of allelic gene counts colored based on samples genotype and treatment (after normalization)

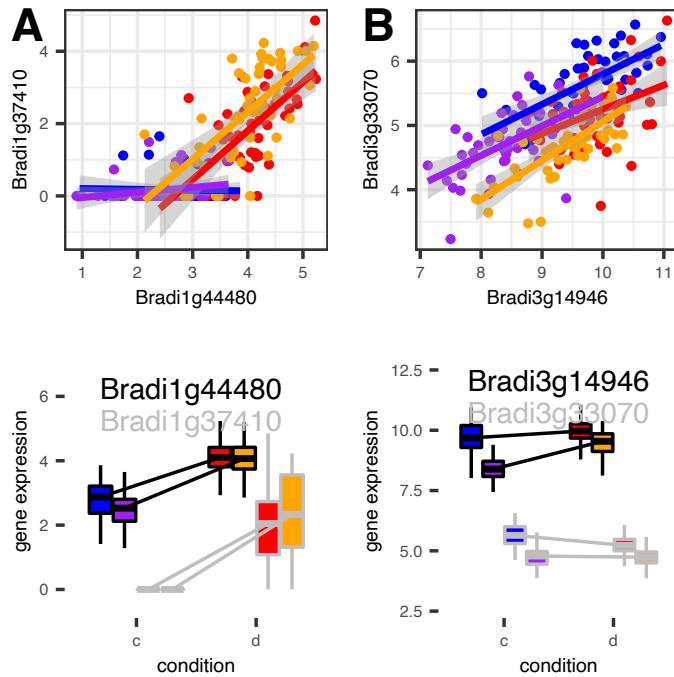

Supplementary Figure 7. Examples of regulations between pairs of genes selected in addition to Fig.6 **A)** shows regulation E slope changes, and **B)** shows transmission of GxE DGE. They are illustrated with linear regression between regulator and target, their expression levels based on  $\log_2(\text{norm\_count}+1)$ . Bd21c, Bd21d, Bd3-1c, Bd3-1d are colored with blue, red, purple, orange, respectively.

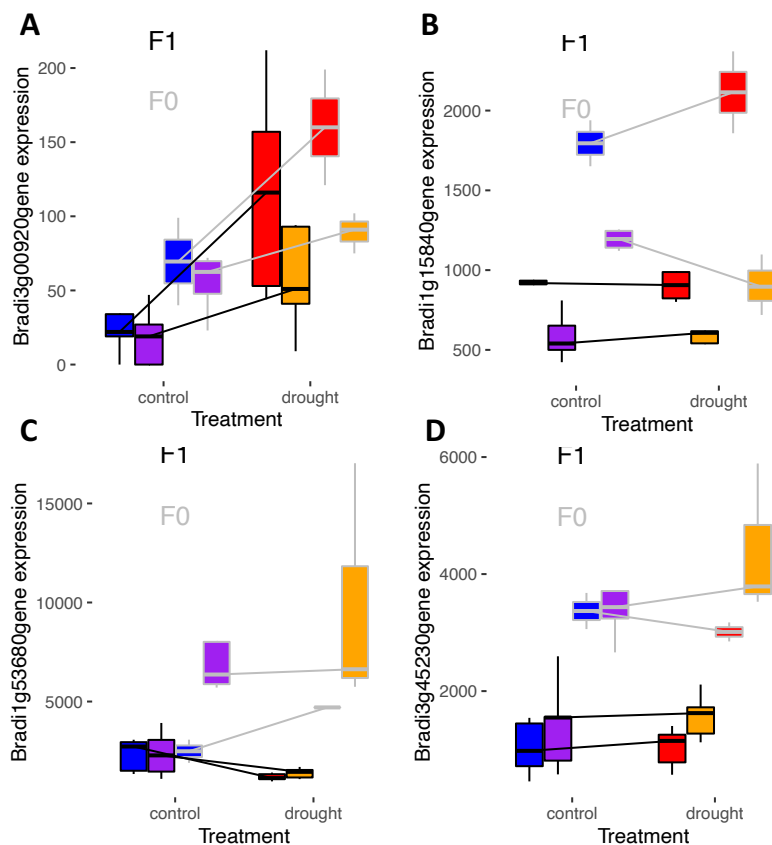

Supplementary Figure 8. ASE of the genes in Figure 6 (Bradi3g00920, Bradi1g15840, Bradi1g53680, Bradi3g45230). F1 is expression in hybrid and F0 is expression in parents. Values are normalized count. Bd21c, Bd21d, Bd3-1c, Bd3-1d are colored with blue, red, purple, orange, respectively.

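The normalized counts of the other 2 genes in supplementary fig. S8 were computed over all libraries. For Bradi1g15840, the F1 plants had 993 ± 242 on the Bd21 allele and 646 ± 165 on the Bd3-1 allele in control, and 1292 ± 687 and 703 ± 253 in drought (SD, n = 5). The Bd21 allele was higher in 4 of 5 control plants and 5 of 5 drought plants. The log2 ratio of Bd3-1 to Bd21 was -0.62 ± 0.61 in control (SD, n = 5; exact two-sided sign-flip permutation test, p = 0.1875) and -0.82 ± 0.29 in drought (p = 0.0625, the smallest possible). The full model of edgeR gave a cis term of -0.75 (standard error 0.19; adjusted p = 0.00600, and 0.00136 to 0.193 over the other fits). The trans term was -0.06 (standard error 0.29). For Bradi3g45230, the F1 plants had 1135 ± 511 on the Bd21 allele and 1566 ± 869 on the Bd3-1 allele in control, and 1155 ± 387 and 1762 ± 449 in drought (SD, n = 5). Its log2 ratio was 0.41 ± 0.50 in control (SD, n = 5; same exact test, p = 0.1875) and 0.65 ± 0.60 in drought (p = 0.125). The cis term was 0.54 (standard error 0.23; edgeR, adjusted p = 0.135, and 0.0688 to 0.505 over the other fits). It passed the paper's unadjusted threshold in the full model and in drought, and in control only with the plant as a block. With treatment coded as 0 and 1 it was 0.46 in the full model and did not pass. The trans term was -0.22 (standard error 0.36) and did not pass.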

Supplementary Table 1. Models used for physiological traits during dry-down reported in both Supplementary Figure 1 and 2. (Generalized) Linear models were determined based on AIC score. Random-effects components of the models were based on likelihood ratio tests.

| No. | Trait                   | Model selected                                                                 |
|-----|-------------------------|--------------------------------------------------------------------------------|
| 1   | Water usage             | Accession +Treatment+harvest.day+ Accession*harvest.day+ Treatment*harvest.day |
| 2   | Hydraulic potential     | Accession +Treatment+harvest.day+ Treatment*harvest.day                        |
| 3   | Net photosynthesis rate | Accession +Treatment+harvest.day+ Treatment*harvest.day                        |

|    |                              |                                                                                                   |
|----|------------------------------|---------------------------------------------------------------------------------------------------|
| 4  | gsw                          | Treatment+harvest.day+ Treatment*harvest.day                                                      |
| 5  | Fresh weight                 | Accession +Treatment+harvest.day+ Treatment*harvest.day                                           |
| 6  | Dry weight                   | Accession +Treatment+harvest.day+ Treatment*harvest.day                                           |
| 7  | Dry root shoot ratio         | Accession +Treatment+harvest.day+ Treatment*harvest.day                                           |
| 8  | Glucose                      | Accession + Treatment +harvest.day+ Accession* Treatment +Treatment*harvest.day                   |
| 9  | fv'/fm'                      | Accession                                                                                         |
| 10 | Relative chlorophyll content | Accession +harvest.day                                                                            |
| 11 | Fructose                     | Accession + Treatment +harvest.day+ Accession* harvest.day + Treatment*harvest.day+(1 DW.Plate)   |
| 12 | Sucrose                      | Accession                                                                                         |
| 13 | Low DP fructan               | -                                                                                                 |
| 14 | Starch                       | Accession + Treatment +harvest.day+ Accession* harvest.day + Treatment*harvest.day+(1 DW.Plate..) |
| 15 | High DP fructan              | harvest.day                                                                                       |
| 16 | Protein                      | Accession + Treatment +harvest.day+Treatment*harvest.day                                          |
| 17 | Amino acid                   | Treatment +harvest.day+Treatment*harvest.day                                                      |

Supplementary Table 2. Percentage of E, G, G+E and GxE DGE change, and slope change identified in edges or intercept change in genes in small module (<40 genes) inferred gene regulation network (e.g., Figure 4).

| module no.                       | total edges | edge DGE change |    |     |     | edge rewiring % |     |     |     | total genes | gene intercept change % |     |     |     |     |
|----------------------------------|-------------|-----------------|----|-----|-----|-----------------|-----|-----|-----|-------------|-------------------------|-----|-----|-----|-----|
|                                  |             | G               | E  | G+E | GxE | G               | E   | G+E | GxE |             | E                       | G   | GxE | G+E | Non |
| bd21c_13                         | 67          | 25              | 4  | 10  | 6   | 10%             | 12% | 3%  | 9%  | 33          | 3%                      | 24% | 24% | 6%  | 39% |
| bd21c_14                         | 52          | 19              | 8  | 5   | 0   | 8%              | 17% | 0%  | 6%  | 32          | 6%                      | 25% | 13% | 9%  | 28% |
| bd21c_17                         | 37          | 16              | 4  | 6   | 0   | 5%              | 5%  | 3%  | 5%  | 27          | 11%                     | 11% | 15% | 19% | 33% |
| bd21c_21                         | 30          | 8               | 4  | 12  | 0   | 10%             | 20% | 3%  | 7%  | 19          | 5%                      | 5%  | 21% | 21% | 37% |
| bd21c_22 (part of 9)             | 22          | 5               | 3  | 3   | 0   | 5%              | 23% | 9%  | 5%  | 18          | 6%                      | 22% | 17% | 0%  | 28% |
| bd21c_23 (part of 10)            | 25          | 5               | 3  | 10  | 0   | 4%              | 8%  | 4%  | 0%  | 18          | 6%                      | 6%  | 17% | 22% | 33% |
| bd21d_12                         | 41          | 5               | 11 | 12  | 11  | 34%             | 15% | 5%  | 12% | 29          | 3%                      | 17% | 17% | 7%  | 31% |
| bd21d_13                         | 32          | 2               | 11 | 7   | 5   | 44%             | 3%  | 6%  | 6%  | 25          | 0%                      | 4%  | 32% | 8%  | 16% |
| bd21d_16 (part of 5)             | 23          | 6               | 9  | 6   | 1   | 17%             | 4%  | 4%  | 17% | 20          | 5%                      | 15% | 5%  | 25% | 30% |
| bd31d_12                         | 68          | 15              | 16 | 11  | 6   | 10%             | 9%  | 0%  | 1%  | 37          | 8%                      | 8%  | 27% | 24% | 11% |
| bd31d_14                         | 51          | 17              | 3  | 8   | 0   | 10%             | 4%  | 4%  | 4%  | 28          | 0%                      | 25% | 14% | 21% | 25% |
| bd31d_18 (part of 21)            | 32          | 4               | 10 | 10  | 2   | 13%             | 19% | 9%  | 9%  | 19          | 11%                     | 5%  | 16% | 21% | 37% |
| bd31d_19                         | 108         | 44              | 15 | 18  | 4   | 7%              | 24% | 5%  | 6%  | 33          | 6%                      | 12% | 15% | 21% | 39% |
| bd31c_13                         | 79          | 8               | 4  | 0   | 0   | 8%              | 5%  | 3%  | 13% | 31          | 19%                     | 10% | 10% | 10% | 48% |
| bd21c_5 (intersect with Bd21d_2) | 65          | 25              | 9  | 8   | 0   | 5%              | 18% | 2%  | 9%  | 36          | 14%                     | 8%  | 8%  | 17% | 39% |
| bd31c_10                         | 55          | 11              | 19 | 10  | 0   | 7%              | 9%  | 2%  | 11% | 33          | 12%                     | 15% | 21% | 27% | 21% |
| bd31c_16                         | 27          | 13              | 1  | 3   | 0   | 15%             | 19% | 0%  | 15% | 15          | 7%                      | 20% | 7%  | 27% | 33% |

**Supplementary File 1 Direct test of DGE change between two genes**

### Direct test of DGE change between two genes

We fit pairs of genes in regressions to formally test whether DGE changes occur between them. To be specific, a vector of log2 -transformed transcript abundance for two correlated genes were fit with the following model:

$$x = \text{gene} * g * e$$

where  $x$  is a combined vector of gene expression of two genes, and variable  $\text{gene}$  (1,2) differentiates which the gene of gene expression value  $x$ . Thus, the regression coefficients of  $\text{gene} * g$  which differ significantly from 0 suggest that effects of genotype on transcript abundances differ between the two genes, and similarly coefficients of  $\text{gene} * e$  which differ significantly from 0 suggest that effects of treatment environment on transcript abundances differ between the two genes, and significant coefficients for  $\text{gene} * g * e$  suggests a GxE effect on transcript abundance. P-values <0.001 is reported to be significant without multiple test corrections. Results are shown in Supplementary Figure 2. This method avoids the indirect comparison by DGEs of two genes, but generally consistent with it (see Supplementary Figure 3).

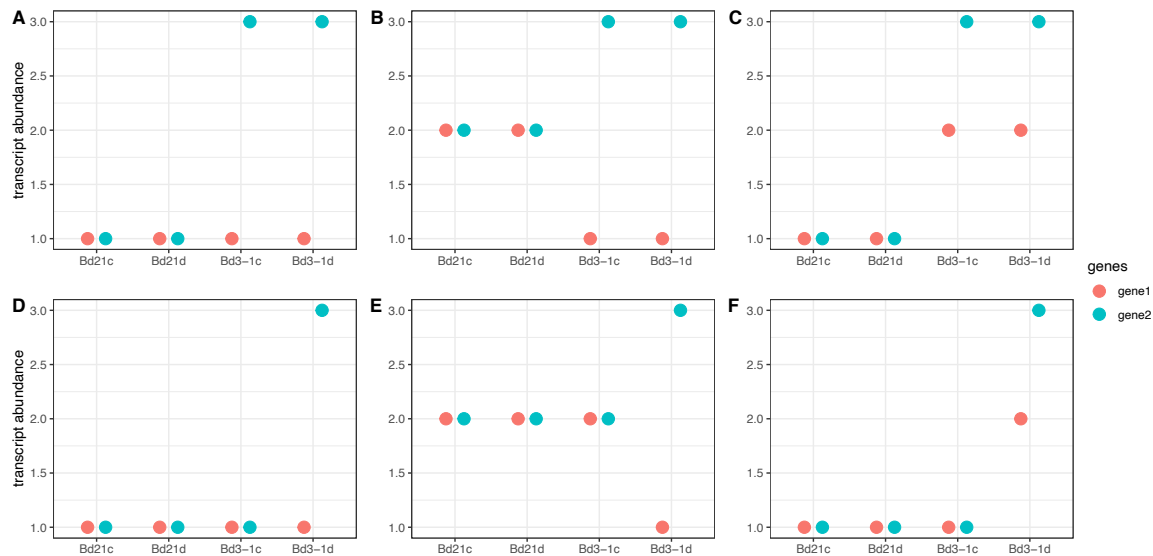

Examples illustrating gene-gene interaction. **A-C)** DGE G changes; **E-G)** DGE GxE changes. In each type of variation, the three plots show examples of different responses (**A,D**), direction (**B,E**), and sensitivity(**C,F**), respectively. Red and blue dots show two gene expression levels respectively, in four library types.

How the deposited data were processed for this re-analysis (not part of the article)

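RNA-seq was performed on leaves of the accessions Bd21 and Bd3-1 and of their F1 hybrid under control and drought conditions. The 24 libraries formed 6 groups: 5 F1 hybrid plants in each condition, 3 Bd21 plants in each condition, 5 Bd3-1 control plants and 3 Bd3-1 drought plants. Conditions and replicate numbers were taken from the sample labels. The paper's 3′ RNA-seq, physiology and network experiments were not analysed here.

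The authors generated stranded poly(A) libraries, called variants of Bd3-1 against the Bd21 reference, built a diploid transcriptome with g2gtools and emase, aligned all reads to it with bowtie and estimated allele counts with emase. They deposited the estimated counts, which need not be whole numbers, in 48 columns, a Bd21 and a Bd3-1 count for each library, over 32439 genes. The values are not normalized. For genes without a distinguishing variant the deposited counts are divided equally between the columns, and 90.4% of the gene totals above 0 were whole numbers. All columns were assigned to a library by its label. Genes were named by the identifiers of the files, since none of the 31335 genes of the reference table shared an identifier with them (0 matches). Multimapping reads were divided by emase, so counts of genes with a near-identical copy are uncertain, and which genes these are was not analysed here.

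Total counts ranged from 6905973 to 42354206 per library, with a median of 21579368. The 2 libraries with the lowest totals were Bd21 drought replicate 2 and Bd21 control replicate 1. Counts were rounded to whole numbers and tested with edgeR 4.0.16 (quasi-likelihood F-test with TMM normalization) in R 4.3.3. Genes with a count above 0 in more than 10 libraries were kept, 22629 in all, as in the paper. Total counts were fitted with 1 coefficient for each of the 6 groups in a single fit over all libraries, so that all groups shared an estimate of the spread. Contrasts were drought against control in Bd21, in Bd3-1 and in the F1 hybrid, Bd3-1 against Bd21, the G × E between the parents, and the F1 hybrid against the mid-parent. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05 (0.1 for G × E), as in the paper.

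ASE was tested on 34 columns, the own-allele count of each of the 14 parental libraries and both allele counts of each of the 10 F1 libraries. The terms were those of the paper: allele for cis, allele by generation for trans, and their interactions with treatment. Treatment was centred, so that cis and trans in the full model are averages over control and drought. The same terms without treatment were also fitted to the libraries of each condition alone. Genes were called at the paper's threshold, an unadjusted P under 0.1, and the number after adjustment is given beside it. For the 4 genes of supplementary fig. S8, the log2 ratio of the allele counts with a pseudocount of 1 was tested across F1 plants by exact two-sided sign-flip permutation, and parental levels by exact two-sided permutation of the libraries. Wilson intervals at 95% were computed for summed allele counts with scipy 1.17.1 under Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6. They cover counting error only. Figures were drawn with matplotlib 3.10.9.

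Genes named in the text are those the paper names in Fig. 2c and d, Fig. 5, its ASE section and supplementary fig. S8. For each test across genes, at most 2 genes that rose and 2 that fell are added, taken from the largest changes among genes past the threshold with a mean normalized count of at least 10 and no overlap between the groups compared. Any other gene is said to have been named after its values were seen.

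The treatment labels were checked with the drought genes the paper names. The LEA gene Bradi1g51770 had a mean normalized count of 76.2 in Bd21 control and 1563 in Bd21 drought, 16.9 and 708 in Bd3-1, and 28.1 and 1594 in the F1 hybrid. Bradi4g24650, Bradi1g37410 and Bradi3g43870 also had higher means in drought in all 3 genotypes. Replicates were compared in 39 pairs by a chi-square test of their counts, and each pair differed by more than the sampling noise (chi-square per degree of freedom of at least 17.9), so no library was counted more than once.

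The alternatives were DESeq2 1.42.0 (Wald test with its size factors), relative log expression factors in edgeR, other filters on low counts, fits of only the groups compared, a replicate or plant block (for trans terms in limma 3.58.1 with voom), other criteria for allele-distinguishable genes, other pseudocounts of 0.5 and 5, size factors from a matrix with allelic and total counts as in the paper, and fits that each left out 1 library. The fit behind each main number of genes, rather than the alternatives, was tested on simulated data drawn from the means and library sizes of these libraries. In 200 of 22629 genes changed by 3 on the log2 scale, between 64% and 85.5% were recovered by the 6 contrasts of total counts. In 200 of 3403 genes changed by 2 in an allele term, between 75% and all were recovered, and between 9.30% and 10.2% of unchanged genes passed the unadjusted threshold. The simulated counts had no spread shared by both alleles of a plant and no spread particular to a gene. These percentages therefore need not hold for the real libraries.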

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

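Chosen only after their results were seen were the tests of other splits of the libraries for the drought responses, of the number of F1 libraries and of genes with whole-number allele counts.

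In 5 plants, 7 values stood apart from those of the other 4 plants of the group in a test for the farthest value (Dixon's test at 95%) among the genes of the regulatory examples. This test was run on 70 groups, where chance alone gives 3.5 such values. Of the 7, 3 came from F1 control replicate 2. In that library Bradi3g00920 had no count (log2 normalized count 0, against 5.41 to 6.28 in the other control plants), Bradi3g50220 was higher (9.66 against 8.42 to 8.51) and Bradi3g44990 was lower (9.93 against 10.61 to 10.83). The others were Bradi2g15940 in F1 drought replicate 2 (8.41 against 7.50 to 7.72), Bradi5g18277 in F1 drought replicate 5 (11.17 against 12.00 to 12.25), the log2 allele ratio of Bradi3g00920 in F1 control replicate 5 (-6.04 against -0.31 to 1.05) and that of Bradi1g53680 in F1 drought replicate 4 (0.81 against 0.00 to 0.13). The ratio of Bradi3g00920 does not stand apart by this test among the 4 control plants that had a count.

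Allele ratios differed between F1 plants of a condition by more than counting error. The median chi-square per degree of freedom over genes was 25.8 in control and 25.2 in drought, and 98.6% of 3314 genes in control had a Benjamini-Hochberg adjusted p-value of a chi-square test under 0.05. It rose with the count, from 19.5 in the 20% of genes with the lowest counts to 33.6 in the 20% with the highest. Reads shared between the alleles and divided by the estimation are not the whole source. Genes with whole-number allele counts in every plant, where no reads were divided, had a median of 12.7 in control and 9.58 in drought, and all 6 and all 5 of them passed the same threshold. Whether divided reads add to the departure stays open, since these genes had 0.608 times the chi-square of other genes of like count in control (95% interval 0.348 to 1.41). A candidate explanation is that few distinct molecules stood behind the reads of some libraries. Across the 10 F1 libraries, the departure from the other plants of the condition fell with the number of genes detected at equal depth (Spearman's rho -0.83, permutation p = 0.00444, Benjamini-Hochberg adjusted p = 0.00888 over 2 relations; Pearson's r -0.816, permutation p = 0.00150). Without the 2 libraries farthest from the median, F1 control replicate 2 and F1 drought replicate 5, rho was -0.69 (permutation p = 0.0687) and r was -0.673, so the relation rests in part on them. The other relation, with the total count, had a rho of -0.22 (permutation p = 0.536) and an r of -0.223 (permutation p = 0.539). F1 control replicate 2 had the fewest genes of the F1 libraries at equal depth (19740) and the largest departure (89.7, against 21.9 to 57.95 in the others). The outlying values may come from the same source as this departure, and a difference between plants in their biology stays open and was not tested.

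The paper tests responses to drought in its 3′ RNA-seq, and does not report them for the total counts of these libraries. At an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), drought changed 163 genes in Bd3-1 (98 higher, 65 lower), 3370 in the F1 hybrid (1715 higher, 1655 lower) and 22 in Bd21. Among splits of the same libraries into groups of the same sizes, the real split included, 2 of 56 gave as many genes in Bd3-1, where the other of these gave 255, and 1 of 100 in the F1 hybrid, where the highest other split gave 1888. In Bd21 it was 1 of 10, and 10 splits cannot give a lower share. Of the F1 genes, 95.3% had the same direction in Bd3-1 and 87.03% in Bd21, against 70.5% and 63.7% of all genes. In 20 fits with 3 control and 3 drought F1 libraries, the number was between 276 and 3907 genes (median 1209.5), above the 163 of Bd3-1 and the 22 of Bd21. This argues against the larger number of F1 libraries as the whole source. It does not settle the point, since Bd3-1 gave 321 genes without its control replicate 5. In fits of only the groups compared, each with its own estimate of the spread between libraries, the numbers were 2528 in the F1 hybrid, 114 in Bd21 and 52 in Bd3-1. The biological coefficient of variation between libraries was 55.1% in the F1 hybrid, 46.5% in Bd3-1 and 60.5% in Bd21, so Bd3-1 did not have the larger spread. How far the spread contributes to the numbers was not tested. The F1 hybrids were dried down in a separate experiment, so a stronger drought there and a difference between genotypes cannot be separated. Whether the responses differ between genotypes was not tested for the F1 hybrid. The series description places 2 Bd3-1 control plants in the harvest of the F1 plants without saying which. The drought response of Bd3-1 can therefore also hold a difference between the experiments.

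Between the accessions, 1075 genes differed in total count (457 higher in Bd3-1, 618 lower). Of 100 splits, 1 gave as many, the real one, and the highest other split gave 247 genes. Between the F1 hybrid and the mid-parent, 1495 genes differed (1028 higher, 467 lower). Again only the real split of 100 gave as many (1 of 100), and the highest other split gave 3 genes. The latter comparison is confounded with the experiment in which the plants were grown, which none of these splits can separate from the hybrid state. The comparison of the accessions can also hold a part of this difference, because some Bd3-1 control plants were harvested with the F1 plants.

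Beyond the genes the paper discusses, 1076 allele-distinguishable genes had a cis effect in the full model at an unadjusted P under 0.1, against 340.3 if P is uniform. In the fits made for exchanged assignments, the real assignment gave 1072 genes. When the alleles were exchanged within randomly chosen F1 plants, only the real assignment of 100 gave that many (1 of 100). The other assignments had a median of 326 and the highest gave 926. For cis by environment (416 genes), with the conditions exchanged between F1 plants, it was also 1 of 100, with a median of 271 and 372 as the highest other. That fit does not pair the alleles of a plant. Exchanging the conditions turns the drought response of the F1 plants into spread between plants, which can lower the number of genes. These assignments therefore do not decide whether 416 exceeds the number without an effect. With the plant as a block 320 genes passed, fewer than the 340.3 of a uniform P, so the number depends on the fit. In the models of 1 condition, 1 of 16 gave as many for cis in control and 1 of 16 in drought (761 genes in that fit). With 16 assignments, a share under 0.05 is not possible. For trans, F1 and parental columns were exchanged, and for trans by environment the conditions within each genotype. The numbers of genes were no larger than some of these assignments gave: 18 of 100 gave as many in the full model, 6 of 100 for trans by environment, 23 of 100 in control and 65 of 100 in drought. The departures between plants described above also enter these tests, and no biological explanation of single genes was tested.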

How the results depend on the processing

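Added only after the data were seen were the plant block for single genes, the 21 libraries that match supplementary fig. S8, draws of 3 against 3 F1 libraries, a gene criterion that allows libraries with no count, principal components with fewer libraries or genes, the G × E of 2 genes in the total counts, treatment coded as 0 and 1, and allele ratios over plants with a count. The other alternatives were set before the data were examined. Over 60 results, 1056 of 1155 alternative values were counted as unchanged. For numbers of genes and principal components this meant a value within 1.5 times the value reported. For values with a test it meant the same sign and the same call, whatever the size. Allele ratios without a test had to keep their sign and differ by less than the SD between plants. Where a value changed, the cause was not tested.

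Numbers of genes in the total counts are given with Benjamini-Hochberg adjustment. For drought in Bd21 (22 genes) they were 41 with no filter on low counts, 13 with the replicate number as a block, 114 in a fit of only the groups compared and 220 with DESeq2. For drought in Bd3-1 (163) they were 83, 52 and 726 with the last 3. Of the Bd21 genes, 77.3% rose under drought, 60.5% in a fit of only the groups compared and 58.6% with DESeq2. Of the Bd3-1 genes 60.1% rose, 77.11% with the block, 78.8% in a fit of only the groups and 41.2% with DESeq2. DESeq2 gave 8 genes with G × E (0 with edgeR, 770 at an unadjusted p under 0.05). Between the F1 hybrid and the mid-parent (1495), 788 genes differed with the block and 2250 with DESeq2. For drought in the F1 hybrid (3370), 3 control and 3 drought libraries drawn at random gave a median of 1209.5 genes.

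The replicate numbers do not pair the libraries. Libraries of different groups with the same number had a median correlation of -0.00253 after the group means were removed, and libraries with different numbers one of 0.00289.

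Over fits that each left out 1 library, the genes changed by drought ranged from 2 to 13 in Bd21, from 36 to 321 in Bd3-1 and from 2148 to 3978 in the F1 hybrid, and those with G × E from 0 to 2. In Bd21, all 6 fits lost genes, and 2 were left without control replicate 1 or control replicate 2. In Bd3-1, 36 were left without drought replicate 1, 54 without control replicate 1, 68 without drought replicate 3, 74 without control replicate 4 and 96 without control replicate 2. There were 253 without control replicate 3 and 321 without control replicate 5. In the F1 hybrid, 2148 were left without control replicate 1. The 2 genes with G × E were found without Bd21 drought replicate 3.

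For the allele terms, Benjamini-Hochberg adjustment at 0.1 in place of the unadjusted threshold left 552 genes of 1076 for cis, 12 of 375 for trans, 1 of 416 for cis by environment and 0 of 184 for trans by environment. In control it left 325 of 957 for cis and 0 of 382 for trans. In drought it left 169 of 760 for cis and 0 of 226 for trans. These numbers are from edgeR. With DESeq2's Wald test, adjustment left 656 for cis, 24 for trans, 4 for cis by environment and 0 for trans by environment. In control DESeq2 left 478 for cis and 7 for trans, and in drought 304 and 5. With the plant as a block, 588 genes passed the unadjusted threshold for trans, 367 for trans by environment and 366 for trans in drought. In limma-voom without the block the numbers were 561, 348 and 326, so the tool moved each of them more than the block did. For cis by environment the block gave 320 genes. The 21 libraries that match supplementary fig. S8 gave 235 for trans. The criterion on the mean of each accession kept 6447 allele-distinguishable genes. The second principal component was 16.1% with a log2 transformation.

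Single genes changed as follows, as log2 differences with edgeR unless another tool is named. The cis difference of Bradi3g00920 in drought (-1.03) passed the paper's threshold with DESeq2 (-1.02), with the block (-1.21) and in the 21 libraries (-1.03), in drought the same fit as without Bd21 drought replicate 2. Its cis by environment ratio had the other sign with a pseudocount of 0.5 (0.11) and over the plants with a count (0.20). Its trans terms had the other sign with the block (0.56 in the full model, 0.47 in control) and in the 21 libraries (0.23 and 0.25). The trans term of Bradi1g15840 in control was -0.018 with DESeq2 and -0.020 with size factors from allelic and total counts. With the block, the cis term of Bradi1g53680 in control was -0.037, and that of Bradi3g45230 was 0.41 and passed the threshold. With treatment coded as 0 and 1, 842 genes passed for cis and 311 for trans, the trans term of Bradi1g15840 in the full model was 0.0097, and the cis term of Bradi3g45230 was 0.46 and no longer passed. None of the terms that took the other sign passed it.

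Leaving out 1 library at a time gave the following ranges. For the mean allele ratio per plant, Bradi3g00920 ranged from -1.59 to 0.18 in control and from -1.32 to 0.46 for cis by environment, and Bradi1g53680 from -0.15 to 0.027 and from 0.11 to 0.37. The last passed an exact two-sided permutation test only without F1 control replicate 4 (0.37, p = 0.0317). In the fits, Bradi3g00920 ranged from -1.17 to -0.37 for cis and from -0.44 to 0.45 for trans in the full model, from -1.32 to 0.29 for cis by environment, from -1.32 to 0.29 for cis and from -1.46 to 0.32 for trans in control, and from -1.47 to -0.81 for cis in drought. It passed the paper's threshold for cis in the full model without F1 control replicate 3 (-1.17), and in drought without F1 drought replicate 4 (-1.47) or Bd21 drought replicate 2. Bradi1g15840 ranged for trans from -0.16 to 0.066 in the full model, from -0.13 to 0.18 in control and from -0.34 to 0.12 in drought. Bradi1g53680 ranged from -0.13 to 0.11 for cis in control and from 0.33 to 1.28 for trans in drought, where it no longer passed without Bd3-1 drought replicate 2 (0.33). The G × E in the total counts ranged from -1.94 to 1.90 for Bradi1g65130 and from -0.46 to 0.87 for Bradi3g00920.

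Of the fits that left out 1 library, 773 values counted as unchanged, 37 took the other sign, 17 moved in number, 4 gained a call and 1 lost it. Of the other alternatives, 283 counted as unchanged, 10 took the other sign, 25 moved, 4 gained a call and 1 lost it.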

Differences from the paper's values

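The values compared were the number of allele-distinguishable genes, the mean count per library, the variance of the principal components and the parental medians of supplementary fig. S8. None differed by more than 1.5 times together with more than the replicate error. The F1 values of that figure were not compared. The number of allele-distinguishable genes was 3403, against the paper's 3963. It was 4037 when libraries with no count of a gene were allowed and 4760 in the libraries that match supplementary fig. S8, both chosen after seeing the values. Without Bd21 drought replicate 2 it was 3934.

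The paper states that Bradi3g00920 is under cis-regulation under drought and marks it so in Fig. 5a. Here the cis term in drought was -1.03 on the log2 scale with an unadjusted P of 0.105, above the paper's threshold of 0.1, in edgeR's quasi-likelihood test with all libraries. Of the alternatives set before the data were examined, DESeq2's Wald test (0.0849) and the fits without Bd21 drought replicate 2 (0.0950) or F1 drought replicate 4 (0.0350) placed it under the paper's threshold. The other fits that left out 1 library, the size factors from allelic and total counts and the stricter gene criteria did not. The libraries that match supplementary fig. S8 differ in drought only by Bd21 drought replicate 2, so they give that same fit. The plant as a block (0.0996), chosen after seeing the values, placed it under the paper's threshold. The exact two-sided sign-flip permutation test over the 5 drought plants gave p = 0.125.

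The paper describes this cis-regulation as specific to drought. The test of the difference between drought and control, the cis by environment term, gave -0.44 (edgeR, adjusted p = 0.996) and did not pass the paper's threshold. Fig. 5a marks no such interaction for the gene.

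By the paper's criterion, applied to every parental library, Bradi3g00920 was not allele-distinguishable here. It was with the criterion on the mean of each accession.

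Fig. 5g marks a cis effect on Bradi3g45230 in the full model. It passed the paper's threshold here as an average over the conditions (0.54). With treatment coded as 0 and 1, as in the paper's formula, it did not (0.46). That fit was chosen after seeing the values.

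The axes of supplementary fig. S5 are labelled as log10 and reach about 12 in supplementary fig. S5, read by eye. The highest mean allele count here was 123970, which is 5.09 on the log10 scale and 11.7 on the natural log scale.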

Other observations

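The tests chosen only after their results were seen were the comparison of fits with and without the plant as a block and that of other splits for G × E.

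No gene passed an adjusted p-value of 0.1 for G × E between the parents in the total counts (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 770 genes had an unadjusted p-value under 0.05. Of 100 splits of the parental libraries, 64 gave as many at that unadjusted threshold, with a median of 922 over the other splits. Such a split can turn a difference between accessions or conditions into an apparent interaction, and the highest other split gave 24 genes after adjustment. These splits therefore do not give the number without G × E, and do not decide whether 770 exceeds it. On simulated data, 64% of genes with a log2 interaction of 3 were recovered, so smaller interactions could be missed at this number of libraries. Bradi3g00920 had a G × E of 0.44 and Bradi1g65130 of 1.02 on the log2 scale (adjusted p = 1.00 for both, edgeR).

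Under drought, Bradi1g51770 rose from 76.2 ± 6.83 to 1563 ± 571 normalized counts in Bd21 (SD, n = 3 each; log2 change 4.35, adjusted p = 0.0463 by edgeR with Benjamini-Hochberg adjustment). Bradi4g40850 was listed at 0 in all Bd3-1 and F1 control libraries and had 401 ± 45.7 in Bd3-1 drought (SD, n = 3) and 1751 ± 1047 in F1 drought (SD, n = 5). Bradi1g65130 fell by 4.81 on the log2 scale in Bd3-1 (adjusted p = 0.0273, edgeR). Bradi3g29580 had 220 ± 125 in the F1 hybrid (SD, n = 10) and 1422 ± 1074 in the parents (SD, n = 14), a log2 difference from the mid-parent of -2.59 (adjusted p = 4.3e-05, edgeR). For each of these genes the libraries of the compared groups did not overlap.

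Allele-distinguishable genes lay next to each other in the order of the table more often than chance. Among the 22639 genes with an unrounded count above 0 in more than 10 libraries there were 1486 neighbouring pairs, 2.83 times the median of 525 when the genes were permuted among genes of like mean count. The highest of 10000 permutations gave 602 pairs (p = 0.0001, the smallest they can give), which argues against the expression level of neighbouring genes as the whole source. In windows of 50 genes, between 0% and 56% were allele-distinguishable, and 90 of 452 windows had none. Uneven sequence divergence along the genome is a candidate explanation that was not tested.

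Fewer genes were detected in Bd21 control replicate 1 (17815) and Bd21 drought replicate 2 (18117) than in the other 22 libraries. These also had the lowest totals. When all libraries were thinned at random to 6905967 counts, the other 22 still had at least 19740 genes, against 17803 and 18101 in these 2. This argues against sequencing depth as the whole source. Fewer distinct molecules in these libraries could also lower the number and was not tested for them. No biological explanation was tested.

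Fewer genes had a trans by environment effect (184) than a uniform P gives (340.3). With the conditions exchanged within each genotype the same fit gave a median of 133 genes and at most 277, so 184 is not below what these assignments gave. Variation between plants shared by both alleles of an F1 library stays open as a source of the low number. The fits with and without the plant as a block were made in limma-voom, so they do not decide this for the edgeR number. In limma-voom without the plant as a block 348 genes passed, and with it 367. The choice between edgeR and limma-voom moved the number more than the block did.

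For 104 genes no count was found in any library of 1 accession (77 in Bd3-1, 27 in Bd21), with a mean of at least 50 normalized counts in the other. Their median level in the F1 hybrid was 49.7% of that of the expressing parent (95% interval 47.0 to 52.2), and 91 of them lay between 25 and 75%. A regulator acting in trans with full dominance would put them near 100% or 0%, and the values argue against it for the set as a whole. It stays open for single genes, since 8 lay at 75% or above and 5 at 25% or below. A regulator acting in trans without dominance could give the same median and is not excluded. The values are consistent with 1 expressed allele in the F1 hybrid, and a gene absent from an accession cannot be separated from reads that do not align to its allele. Among them by size, Bradi5g17127 had 4282 ± 808 in Bd21 (SD, n = 6) and was listed at 0 in all 8 Bd3-1 libraries. Bradi1g16151 had 1129 ± 473 in Bd3-1 (SD, n = 8) and was listed at 0 in all 6 Bd21 libraries.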
